# Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**DOI:** 10.1172/jci.insight.195484

**Published:** 2025-08-26

**Authors:** Akhil Goud Pachimatla, Bailey Fitzgerald, Joyce Ogidigo, Meera Bhatia, Randall J. Smith, Kalyan Ratnakaram, Sukumar Kalvapudi, Yeshwanth Vedire, Deschana Washington, Robert Vethanayagam RR, Hua-Hsin Hsiao, Spencer Rosario, Viraj R. Sanghvi, Joseph Barbi, Sai Yendamuri

**Keywords:** Clinical Research, Oncology, Drug therapy, Lung cancer, Obesity

## Abstract

BACKGROUND. Emerging evidence indicates a reduced incidence of multiple cancers in users of glucagon-like peptide-1 receptor agonists (GLP-1RAs), drugs widely used for glycemic control and weight reduction that modulate several key regulators of metabolism. We sought to examine their association with non–small cell lung cancer (NSCLC) outcomes in overweight and obese patients and gain mechanistic insights from mouse models.

METHODS. Two clinical cohorts of overweight and obese patients with NSCLC — one undergoing surgical resection (*n* = 1,177, 71 GLP-1RA users) and another receiving immune checkpoint inhibitors (*n* = 300, 10 GLP-1RA users), were propensity score matched for relevant covariates and analyzed for clinical outcomes.

RESULTS. GLP-1RA use was associated with increased recurrence-free survival in overweight and obese patients (HR: 0.41, 95% CI: 0.16–1.04, *P* = 0.026) after lobectomy. GLP-1RA treatment reduced tumor burden in obese but not normal-weight mice and altered the frequency and phenotypes of leukocyte populations and gene expression patterns in obese tumors, crucial to cancer progression and antitumor immunity. Concurrent GLP-1RA and immunotherapy was also associated with improved overall (HR: 0.41, 95% CI: 0.16–1.01, *P* = 0.027) and progression-free survival (HR: 0.31, 95% CI: 0.10–0.94, *P* = 0.019) for patients with advanced NSCLC.

CONCLUSIONS. In our cohort, GLP-1RAs enhanced lung cancer–specific clinical outcomes and augment immunotherapy efficacy. Preclinical evidence suggested this effect to be obesity restricted and mediated by immune modulation of the tumor microenvironment.

FUNDING. George Duke, Department of Defense (W81XWH-21-1-0377), NIH/NIGMS (GM147497), American Cancer Society (RSG-22-071-01-TBE), NIH (1R01 CA255515-01A1), NIH/NCI (P30CA013696 and P30CA016056).

## Abstract 2

GLP-1RAs may enhance lung cancer-specific clinical outcomes and augment immunotherapy efficacy. Preclinical evidence suggests this effect is obesity restricted and mediated by immune modulation of the tumor microenvironment.

## Introduction

Glucagon-like peptide-1 receptor agonists (GLP-1RAs), initially introduced as a class of antidiabetic drugs, have entered widespread use after their recent approval for the treatment of obesity and obesity-related conditions (1). Several retrospective studies further associate GLP-1RA use with altered cancer incidence, yet the underlying mechanisms remain unclear (2, 3).

Although the relationship between obesity and lung cancer risk is contentious, with some studies reporting a paradoxically reduced risk of lung cancer in obese populations (the so-called “obesity paradox”), evidence generated by our group and others now supports a correlation between excess visceral fat and obesity-related lung cancer risk (4, 5).

Visceral adiposity induces multiple changes in metabolic pathways, resulting in chronic meta-inflammation and suppression of antitumor immunity. Specifically, it is known to hamper the function of CD8^+^ T cells (6), key mediators of the immune response against cancer, while broadly upregulating the expression of inhibitory immune checkpoint molecules such as programmed cell death protein 1 (PD-1) (7) and enhancing suppressive leukocyte populations (8). Previous studies demonstrate that metformin, another common antidiabetic agent, can reverse multiple obesity-associated immune disturbances and improve lung cancer outcomes in overweight and obese individuals (9). Given that GLP-1RAs are effective in promoting weight loss and reducing visceral adiposity (10), we hypothesized that GLP-1RAs may similarly counteract the detrimental effects of obesity on antitumor immunity and disease progression, leading to improved non–small cell lung cancer (NSCLC) outcomes.

To test our hypothesis, we first interrogated the in vitro effects of the GLP-1RA liraglutide on murine lung cancer cell lines. We then examined the effects of distinct GLP-1RA drugs on tumor growth dynamics in vivo using both implantable and KRAS-mutated, autochthonous murine lung cancer models, scrutinizing the effects of GLP-1RA treatment on the immune tumor microenvironment (TME). Finally, in an exploratory analysis, we performed 2 retrospective analyses of real-world single-center outcome data for patients with NSCLC treated with GLP-1RAs, first in a postsurgical setting, and then in advanced disease in combination with immune checkpoint inhibitors (ICIs).

## Results

### Liraglutide does not impair murine lung cancer cell proliferation in vitro.

We investigated the in vitro effect of liraglutide on *Kras^lox-stop-lox(lsl)-G12D/+^*; *Tp53^fl/fl^*-NINJA (KPN1.1) and Lewis lung carcinoma (LLC) cell proliferation. Based on reported steady-state plasma concentrations of liraglutide ranging from 20–40 nM for typical clinical doses (0.6–1.8 mg), we examined a range of concentrations: 0, 10, 30, 90, 270, and 810 nM. Cell proliferation was assessed by measuring the fold change in absorption values after 48 hours of treatment. There was no significant difference in cell proliferation for KPN1.1 cells across liraglutide concentrations, while LLC cells exhibited increased proliferation at higher drug concentrations (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.195484DS1).

### Liraglutide inhibits the progression of implanted tumor growth in obese, but not normal-weight mice.

We next investigated the effect of liraglutide on tumor growth in vivo. Here, normal-weight (lean) C57BL/6J mice and those with diet-induced obesity (DIO) were challenged with subcutaneous (s.c.) injection of KPN1.1 lung cancer cells. Upon detection of palpable s.c. tumors, mice received daily liraglutide (0.2 μg/g body weight) or a PBS vehicle intraperitoneally. While liraglutide-treated mice exhibited a slight decrease in body weight during the experiment, and control mice showed an increase (weight change: –0.78 g vs. +0.98 g, respectively; Supplemental Figure 2, A and B), no statistically significant difference was observed in mean tumor volumes or final tumor weight (0.98 g vs. 1.04 g; *P* = 0.67) in normal-weight/lean mice (Figure 1, A and B). In contrast, liraglutide administration significantly inhibited the progression of tumor growth, as evidenced by reductions in tumor volumes and weight (1.07 g vs. 1.86 g; *P* = 0.03) relative to the vehicle group (Figure 1, C and D). Of note, liraglutide-treated DIO mice demonstrated greater weight reduction compared with their respective controls (13.46 g vs. 4.06 g, respectively; Supplemental Figure 2, A and B).

### RNA sequencing reveals GLP-1RA–altered protumor gene expression in mice with implanted lung cancers.

To gain insight into the mechanism underlying the benefits of GLP-1RAs suggested by clinical and preclinical studies, tumor gene expression was compared in liraglutide- and vehicle-treated s.c. tumors harvested in DIO mouse model studies using RNA sequencing (RNA-Seq). 

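RNA was sequenced from 10 KPN1.1 tumors of obese male C57BL/6J mice, 5 from mice treated with liraglutide (0.2 μg/g body weight per day, intraperitoneally) and 5 from mice given the PBS vehicle. KPN1.1 is a mouse lung cancer line, and 75000 cells were injected into the flank of each mouse. The mice were euthanized between days 19 and 22, and a fragment of each tumor was frozen for RNA, so the RNA came from tumor cells together with host cells in the fragment. The authors depleted ribosomal RNA, sequenced read pairs, mapped them to GRCm39 with Bowtie and TopHat, and counted them per gene with featureCounts. They deposited these counts without normalization, by versioned Ensembl gene identifier, and 35141 genes had at least 1 count in a tumor. The paper's text does not name the annotation release, the strand setting or the handling of reads that map to several places, so genes that overlap on opposite strands and genes with near-identical pseudogenes carry that uncertainty. Total counts ranged from 9927942 to 14480593 per vehicle tumor (median 11780722) and from 10336934 to 13105261 per liraglutide tumor (median 12208093), with no difference between the groups (two-sided exact permutation test, p = 0.865). From these counts, low genes were removed with edgeR's filterByExpr, which left 17464 genes, library sizes were scaled by the TMM method, and the groups were compared with the quasi-likelihood F test and Benjamini-Hochberg adjustment. CPM values, which are counts divided by the scaled library size, use the same factors. The tumors are numbered 1 to 5 in each group and came from different mice, and the sample titles do not say that equal numbers belong together. After the group means were subtracted, same-numbered vehicle and liraglutide tumors had a mean correlation of 0.260 across genes, against -0.0682 for tumors with different numbers, and 12 of the 120 ways to pair the groups gave a mean as high. Fits with the tumor number as a block are therefore given beside the fits without it. The first principal component of log2 CPM held 48.7% of the variance, and its values did not differ between treatments (exact permutation test, p = 0.230), with vehicle tumors from -69.3 to 39.3 and liraglutide tumors from -28.1 to 49.7. The second held 11.0% and differed between treatments (exact permutation test, p = 0.0397). This p was the smallest of 5 components tested and was not adjusted for them. On the second component vehicle tumor 5 lay far out, at -54.6, with the next vehicle tumor at -18.5.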

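With edgeR's quasi-likelihood test, 0 of the 17464 genes had an adjusted p under 0.05. The smallest adjusted p was 0.482, and 1675 genes had an unadjusted p under 0.05, of which 694 were higher and 981 lower with liraglutide. With the tumor number as a block, the count was again 0, with a smallest adjusted p of 0.228 and 2585 genes at an unadjusted p under 0.05, of which 1309 were higher and 1276 lower. With library size alone 990 were higher and 619 lower, so the excess of lower genes depends on the fit. Leaving out each tumor in turn also gave 0 genes, with smallest adjusted p values between 0.0526 and 0.9003 and between 919 and 2704 genes at an unadjusted p under 0.05. Among the other processing choices, DESeq2's Wald test moved the count most. It gave 17 genes with an adjusted p under 0.05 and an absolute log2 fold change over 0.58, of which 9 were higher and 8 lower, and 52 genes without the limit on the fold change. In 261 genes, or 1.49% of those tested, the CPM of the 2 groups did not overlap, where random grouping of 5 against 5 gives 0.794%. The higher genes with the smallest unadjusted p were Stra6, Nfix, Cachd1, Celsr2 and Cfb, with log2 fold changes of 1.55, 0.62, 0.88, 1.33 and 0.89, and the lower ones were Trnt1, Gm37262, Higd1a, Aimp1 and 2410006H16Rik, at -0.60, -0.74, -0.89, -0.47 and -0.82. In each of these 10 genes the 5 liraglutide tumors lay on the far side of all 5 vehicle tumors. Stra6, Celsr2 and Cfb were low in both groups, with vehicle means of 1.41, 2.08 and 2.26 CPM.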

Of the 35,141 transcripts assessed, 27 were differentially expressed significantly (adjusted *P* < 0.05 and |logFC| > 0.58, Figure 2A). 

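Igfbp7 (ENSMUSG00000036256.13) lies on chromosome 5 of GRCm39 from 77493130 to 77555931, on the minus strand, and encodes an insulin-like growth factor binding protein. Its mean was 115 ± 36.1 CPM (SD, n = 5 tumors) with vehicle and 248 ± 74.9 CPM (SD, n = 5) with liraglutide. The log2 fold change was 1.11 (standard error 0.26, adjusted p = 0.482 from edgeR's quasi-likelihood test, unadjusted p = 0.00117). In the liraglutide group, 4 of 5 tumors exceeded all vehicle tumors, and the highest vehicle tumor, at 171 CPM, exceeded the lowest liraglutide tumor, at 133 CPM (exact permutation test of log2 CPM, p = 0.0159, where 5 against 5 allow 0.00794 at the least). With the tumor number as a block edgeR's adjusted p was 0.240, and with each tumor left out in turn the log2 fold change stayed between 0.98 and 1.31. Counts of this gene ranged from 773 to 4467 per tumor, so counting error is small beside the spread between tumors. DESeq2 gave an adjusted p of 0.0180, and across the alternatives the adjusted p ranged from 0.0180 to 0.620, and up to 0.9003 with a tumor left out. Igf1 itself had a log2 fold change of -0.33 and Igf1r of 0.23, with adjusted p values of 0.649 and 0.705 in edgeR's test.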

The transcripts upregulated with liraglutide treatment (Figure 2A, green) included *Igfbp7*, which induces G_1_ phase cell cycle arrest by upregulating cyclin-dependent kinase inhibitors. 

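Creb3l1 (ENSMUSG00000027230.9; chromosome 2 of GRCm39, 91812673 to 91854917, minus strand) encodes a membrane-bound transcription factor. It was at 15.3 ± 4.78 CPM (SD, n = 5 tumors) with vehicle and 31.6 ± 10.3 CPM (SD, n = 5) with liraglutide, a log2 fold change of 1.05 (standard error 0.26, adjusted p = 0.482 from edgeR's quasi-likelihood test). The lowest liraglutide tumor, at 19.0 CPM, was below the highest vehicle tumor, at 22.5 CPM (exact permutation test, p = 0.0159). DESeq2 assigned Creb3l1 no adjusted p at a filtering level of 0.05, 0.126 without independent filtering, and 0.0438 at its default filtering level, a setting chosen after seeing the data. The other alternatives reached 0.620, and 0.9003 with a tumor left out. Nfix (ENSMUSG00000001911.16; chromosome 8, 85426505 to 85527046, minus strand), which encodes a nuclear factor I transcription factor, rose by less but with a smaller spread, from 78.1 ± 11.4 to 120.3 ± 10.1 CPM (SD, n = 5 tumors each). Its log2 fold change of 0.62 (standard error 0.11) also had an adjusted p of 0.482 in edgeR's test. All 5 liraglutide tumors, at 107 CPM or more, were above all 5 vehicle tumors, at 96.8 CPM or less (exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). With the tumor number as a block, edgeR's adjusted p was 0.240 for Creb3l1 and 0.228 for Nfix. DESeq2's adjusted p for Nfix was 0.00164, and the alternatives ranged from that value to 0.620, and up to 0.9003 with a tumor left out.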

Additionally, treatment was associated with increased *Creb3l1*, a regulator of angiogenesis (11), and *Nfix*, which encodes a factor with pro- and antitumor roles that are also involved with immune cell development and differentiation (12). Conversely, liraglutide exposure was also associated with decreased *Anxa10*, a well-known marker of poor prognosis with a role in various cell signaling pathways (13). Furthermore, the drug was linked to reduced expression of the protumor genes *Higd1a* and *Rpl39*, associated with hypoxia-induced cellular stress and metabolism, and cell proliferation and migration, respectively (14, 15).

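Anxa10 (ENSMUSG00000031635.14), which encodes an annexin, lies on chromosome 8 of GRCm39 from 62510076 to 62576184 on the minus strand. It was measured at 233 ± 85.7 CPM (SD, n = 5) in vehicle tumors and 99.6 ± 28.0 CPM (SD, n = 5) in liraglutide tumors. All 5 liraglutide tumors, between 56.9 and 126 CPM, were below all 5 vehicle tumors, between 137 and 356 CPM (exact permutation test, p = 0.00794, the smallest possible). The log2 fold change was -1.23 (standard error 0.27, adjusted p = 0.482 from edgeR's quasi-likelihood test), and with the tumor number as a block the adjusted p from edgeR was 0.240. Leaving out single tumors moved it between -1.36 and -1.02. The adjusted p was 0.0148 with DESeq2 and up to 0.620 across the alternatives, or 0.9003 with a tumor left out.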

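Higd1a (ENSMUSG00000038412.8; chromosome 9 of GRCm39, 121677622 to 121687428, minus strand) encodes a mitochondrial inner membrane protein. It fell from 85.9 ± 23.5 CPM (SD, n = 5) in vehicle tumors to 46.5 ± 5.94 CPM (SD, n = 5) in liraglutide tumors, with no overlap between the groups (exact permutation test, p = 0.00794). The log2 fold change was -0.89 (standard error 0.18, adjusted p = 0.482 from edgeR's quasi-likelihood test). Rpl39 (ENSMUSG00000079641.3; chromosome X, 36345092 to 36349130, minus strand), which encodes a protein of the large ribosomal subunit, fell from 394 ± 81.5 to 229 ± 44.2 CPM (SD, n = 5 tumors each), and 4 of 5 liraglutide tumors were below all vehicle tumors (exact permutation test, p = 0.0159). Its log2 fold change was -0.78 (standard error 0.17, adjusted p = 0.482 from the same edgeR test). Ribosomal protein genes such as Rpl39 have processed pseudogenes, and reads could be split between them in a way the paper's text does not describe. In edgeR with the tumor number as a block, the log2 fold changes were -0.86 for Higd1a (adjusted p = 0.240) and -0.78 for Rpl39 (adjusted p = 0.228). The fit with 1 surrogate variable gave the smallest changes, -0.70 for Higd1a and -0.60 for Rpl39. DESeq2's adjusted p values were 0.0106 and 0.0180, at the low end of alternatives that reached 0.620 for both genes, and 0.9003 with a tumor left out.

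**Figure D1:**
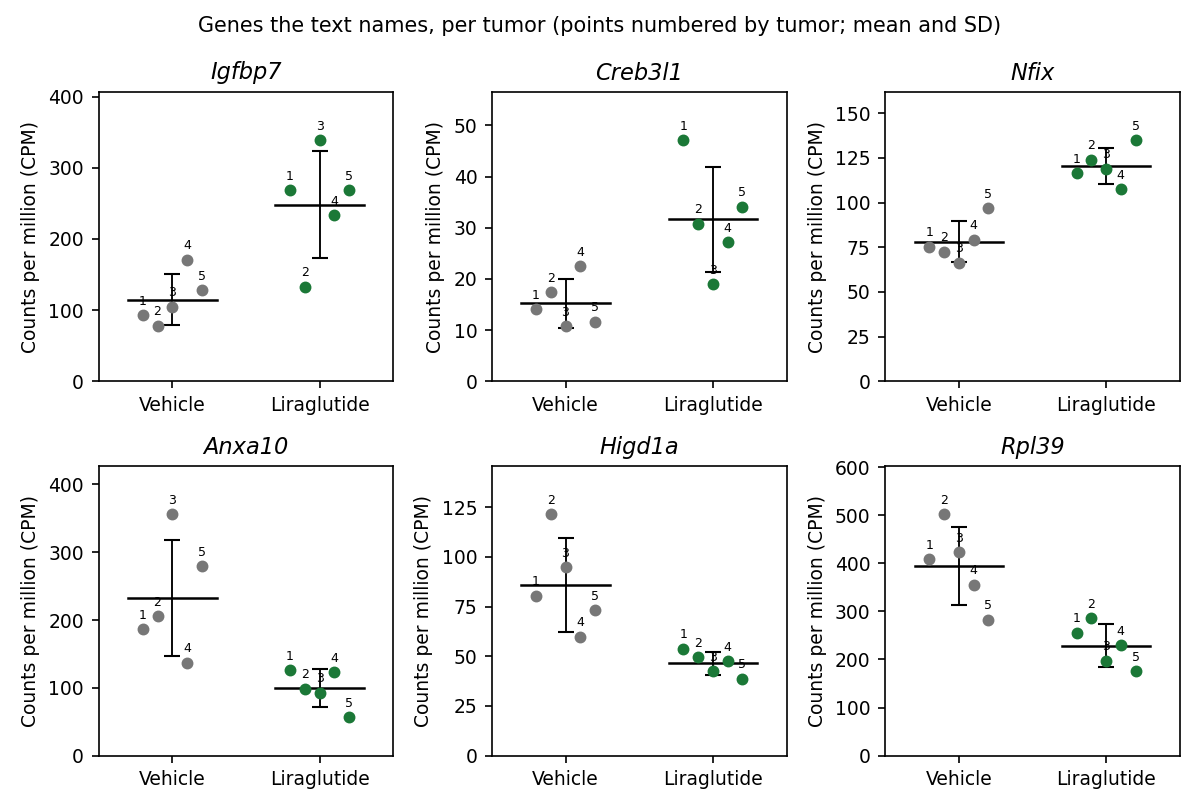
CPM of Igfbp7, Creb3l1, Nfix, Anxa10, Higd1a and Rpl39 in each vehicle and liraglutide tumor, each panel starting at 0. Points are tumors numbered 1 to 5 within their group, horizontal lines are group means and error bars are SD (n = 5 tumors). In Nfix, Anxa10 and Higd1a the groups do not overlap, and in Igfbp7, Creb3l1 and Rpl39 a single liraglutide tumor lies within the vehicle range.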

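Genes were ranked by the signed square root of edgeR's F statistic and tested by preranked enrichment (fgsea) against mouse Reactome sets. The Molecular Signatures Database collections were not used here. Of 676 sets with 15 to 500 tested genes, 153 had an adjusted p under 0.05 and an absolute normalized enrichment score (NES) over 2, with 20 higher and 133 lower in liraglutide tumors. With the tumor number as a block the count was 162, with 24 higher and 138 lower. Ranking by log2 fold change in place of the F statistic moved it most among the preranked tests, to 66 sets. Camera, which has no NES limit, gave 267 sets with an adjusted p under 0.05. It was run with its preset correlation between genes, not one estimated from these tumors. Its count therefore does not show that the sets hold beyond the correlation of their genes. Oxidative phosphorylation subunits (81 genes tested) had an NES of -2.27 (adjusted p = 6.5e-08) and -2.22 with the block (adjusted p = 5.2e-07), and 14 of the 81 genes had a positive log2 fold change. Preranked tests take the gene as the unit. With the tumor as the unit, a score was computed for each of 41 sets written down in advance, as the mean over its genes of log2 CPM standardized over the 10 tumors, and the groups were compared by a two-sided exact permutation test. None of the 41 scores had an adjusted p under 0.05, with a smallest adjusted p of 0.139, while 11 had an unadjusted p under 0.05. As the smallest exact p is 0.00794, no set could pass alone. At least 7 of the 41 sets would have to reach that p, or a larger number of sets a slightly larger p. In these data 1 set reached the smallest p. Paired by tumor number, a test chosen after seeing the data, the scores allow no p under 0.0625 (two-sided exact permutation test that flips the signs of the 5 differences), and 11 sets reached that value, with all 5 pairs in one direction. Preranked enrichment called 29 of the same 41 sets, 13 higher and 16 lower, and 29 with the block. The score of the oxidative phosphorylation subunits was 0.305 ± 0.351 (SD, n = 5) in vehicle tumors and -0.305 ± 0.405 (SD, n = 5) in liraglutide tumors, with 4 of 5 liraglutide tumors below all vehicle tumors (exact permutation test, p = 0.0397, adjusted p = 0.163).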

Gene set enrichment analysis (GSEA) revealed significant treatment effects on several pathways relevant to cancer outcomes (normalized enrichment score > 2, *q* < 0.05) spanning cell proliferation, cellular respiration, immune signaling, and cell signaling (Figure 2B). Notably, genes linked to signaling triggered by IFN-γ (an antitumor immunity–promoting cytokine) and growth factor (insulin-derived growth factor) signaling were significantly upregulated with liraglutide treatment. 

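In a list of 52 tested genes that respond to IFN-γ, 49 had a positive log2 fold change, with a median of 0.58. The NES was 2.66 (adjusted p = 8.0e-10), and 3.22 with the tumor number as a block (adjusted p = 1.6e-23). It stayed between 2.19 and 3.38 with each tumor left out. The score per tumor was -0.426 ± 1.18 (SD, n = 5) with vehicle and 0.426 ± 0.469 (SD, n = 5) with liraglutide. The vehicle tumors spread over the whole range of the liraglutide tumors, none of which exceeded the highest vehicle tumor (exact permutation test, p = 0.167, adjusted p = 0.273). The score split fully by the leukocyte gene Ptprc. It ran from -1.66 to 0.0940 in the 5 tumors with less Ptprc and from 0.539 to 1.04 in the 5 with more. Those clusters hold 3 and 2 vehicle tumors, so the score is not tied to treatment alone. Paired by number, the score was higher with liraglutide in 4 of 5 pairs, by 0.852 ± 0.815 (SD, n = 5 pairs, exact permutation test, p = 0.188). Reactome's interferon gamma signaling set (74 genes) gave an NES of 1.84 (adjusted p = 4.9e-04) and 2.58 with the block (adjusted p = 2.0e-11), but 1.23 (adjusted p = 0.136) without vehicle tumor 1. Ifng, with between 0 and 11 counts per tumor, did not pass edgeR's filter on low counts, and in the alternatives that tested it the adjusted p was 0.851 or more. For insulin-like growth factor, a list of 13 tested ligands, receptors and binding proteins had an NES of 2.01 (adjusted p = 3.8e-04), and 1.98 with the block (adjusted p = 5.4e-04). Ranked by log2 fold change it did not pass, with an NES of 1.41 (adjusted p = 0.135), the highest adjusted p of its alternatives. All 5 liraglutide tumors scored above all 5 vehicle tumors, at 0.373 ± 0.252 against -0.373 ± 0.242 (SD, n = 5 each, exact permutation test, p = 0.00794, adjusted p = 0.139). The list includes Igfbp7. Reactome's set for signaling by the type 1 insulin-like growth factor receptor (67 genes) had an NES of 1.35 (adjusted p = 0.0833), and 1.25 with the block (adjusted p = 0.155). It passed with DESeq2 (NES 1.41, adjusted p = 0.0240) and in 6 of the 10 fits that each left out a tumor, and the adjusted p of its other alternatives ran from 0.0121 to 0.344. Reactome's insulin-like growth factor transport set (7 genes) did not pass, with an NES of 0.81 (adjusted p = 0.719), and 0.64 with the block (adjusted p = 0.913). Across the alternatives the adjusted p of the transport set ran from 0.0181 to 0.913.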

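Sphingolipid metabolism was tested with a list of 48 enzymes and with Reactome's set of 54 genes. The NES was 2.03 (adjusted p = 9.9e-05) for the list and 2.15 (adjusted p = 1.4e-05) for the Reactome set, and with the tumor number as a block 2.19 for each (adjusted p = 1.8e-06 and 1.7e-06). With 1 surrogate variable the list's NES was -1.06 (adjusted p = 0.433), and across the alternatives its adjusted p ranged from 1.0e-06 to that value. The Reactome set did not pass there either (NES 0.98, adjusted p = 0.565). The list's score per tumor did not differ by the exact test, at -0.199 ± 0.458 with vehicle and 0.199 ± 0.365 with liraglutide (SD, n = 5 each, exact permutation test, p = 0.167). Reactome's set for metabolism of amino acids and derivatives (143 genes) had an NES of -1.42 (adjusted p = 0.0201). With the block its NES was -1.27 (adjusted p = 0.0802), camera gave an adjusted p of 0.287, and the alternatives ran from 3.4e-07 to 0.706. The set passed with DESeq2 (NES -1.49, adjusted p = 0.0076) and in 6 of the 10 fits that each left out a tumor. A list of 32 targets of the integrated stress response, which amino acid shortage activates, had an NES of -2.20 (adjusted p = 1.5e-05), and -2.02 with the block (adjusted p = 2.8e-04). This rests on vehicle tumor 5, with a score of 1.97 where the next vehicle tumor had 0.146. Without that tumor the NES was -1.14 (adjusted p = 0.366). With all 10 tumors the score did not differ between the groups (exact permutation test, p = 0.373). For translation, 79 of 82 tested cytoplasmic ribosomal protein genes were lower, with a median log2 fold change of -0.38. Their NES was -3.68 (adjusted p = 1.3e-45), and -3.72 with the block (adjusted p = 1.3e-46), with a range from -3.80 to -3.498 when single tumors were left out. Their score was 0.622 ± 0.616 (SD, n = 5) with vehicle and -0.622 ± 0.524 (SD, n = 5) with liraglutide, with 4 of 5 liraglutide tumors below all vehicle tumors (exact permutation test, p = 0.0238, adjusted p = 0.139). Cytoplasmic translation factors (66 genes) had an NES of -2.38 (adjusted p = 7.4e-09), and -2.44 with the block (adjusted p = 5.3e-09). Gene sets of lung cancer survival were not used here.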

Several metabolic pathways important for tumor and leukocyte biology, including fatty acid (sphingolipids) and amino acid metabolism, were enhanced and disrupted, respectively, and genes important for translation-associated processes were also apparently suppressed with treatment, as were those associated with poor lung cancer survival. Finally, multiple cell signaling pathways well appreciated for driving tumor development and progression were also suppressed in GLP-1RA–treated tumors, including those involving *KRAS*, *EGFR*, *MYC*, and *E2F* transcription factors (Figure 2B). 

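Myc (ENSMUSG00000022346.16; chromosome 15 of GRCm39, 61857227 to 61862223) fell from 137 ± 16.5 CPM in vehicle tumors to 117 ± 10.0 CPM in liraglutide tumors (SD, n = 5 each), a log2 fold change of -0.23 (standard error 0.11, adjusted p = 0.529 from edgeR's quasi-likelihood test). Egfr (chromosome 11, 16702198 to 16868158) and E2f1 (chromosome 2, 154401326 to 154411812) had log2 fold changes of -0.05 and -0.24, with adjusted p values of 0.934 and 0.712 in edgeR's test. With the tumor number as a block the 3 genes had adjusted p values from 0.280 for Myc to 0.922 for Egfr. At the level of gene sets, Reactome's EGFR signaling set (134 genes) had an NES of 1.16 (adjusted p = 0.208), and 1.19 with the block (adjusted p = 0.181). It passed, as higher with liraglutide, with DESeq2 (NES 1.33, adjusted p = 0.0224), with library size alone (NES 1.46, adjusted p = 0.0110) and in 2 of the 10 fits that each left out a tumor, and the others reached an adjusted p of 0.640. Of 44 canonical MYC target genes 40 were lower, with an NES of -2.53 (adjusted p = 8.0e-09), and -2.46 with the block (adjusted p = 7.2e-08). Of 70 canonical E2F target genes 64 were lower, with an NES of -2.35 (adjusted p = 2.4e-08), and -2.43 with the block (adjusted p = 2.9e-09). The E2F result moved most with 1 surrogate variable, to an NES of -1.07 (adjusted p = 0.431). Scores per tumor for MYC targets were 0.361 ± 0.585 with vehicle and -0.361 ± 0.406 with liraglutide (SD, n = 5 each, exact permutation test, p = 0.0556), with all 5 liraglutide tumors below the vehicle mean. Those for E2F targets were 0.263 ± 0.976 and -0.263 ± 0.583 (SD, n = 5 each, exact permutation test, p = 0.357).

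**Figure D2:**
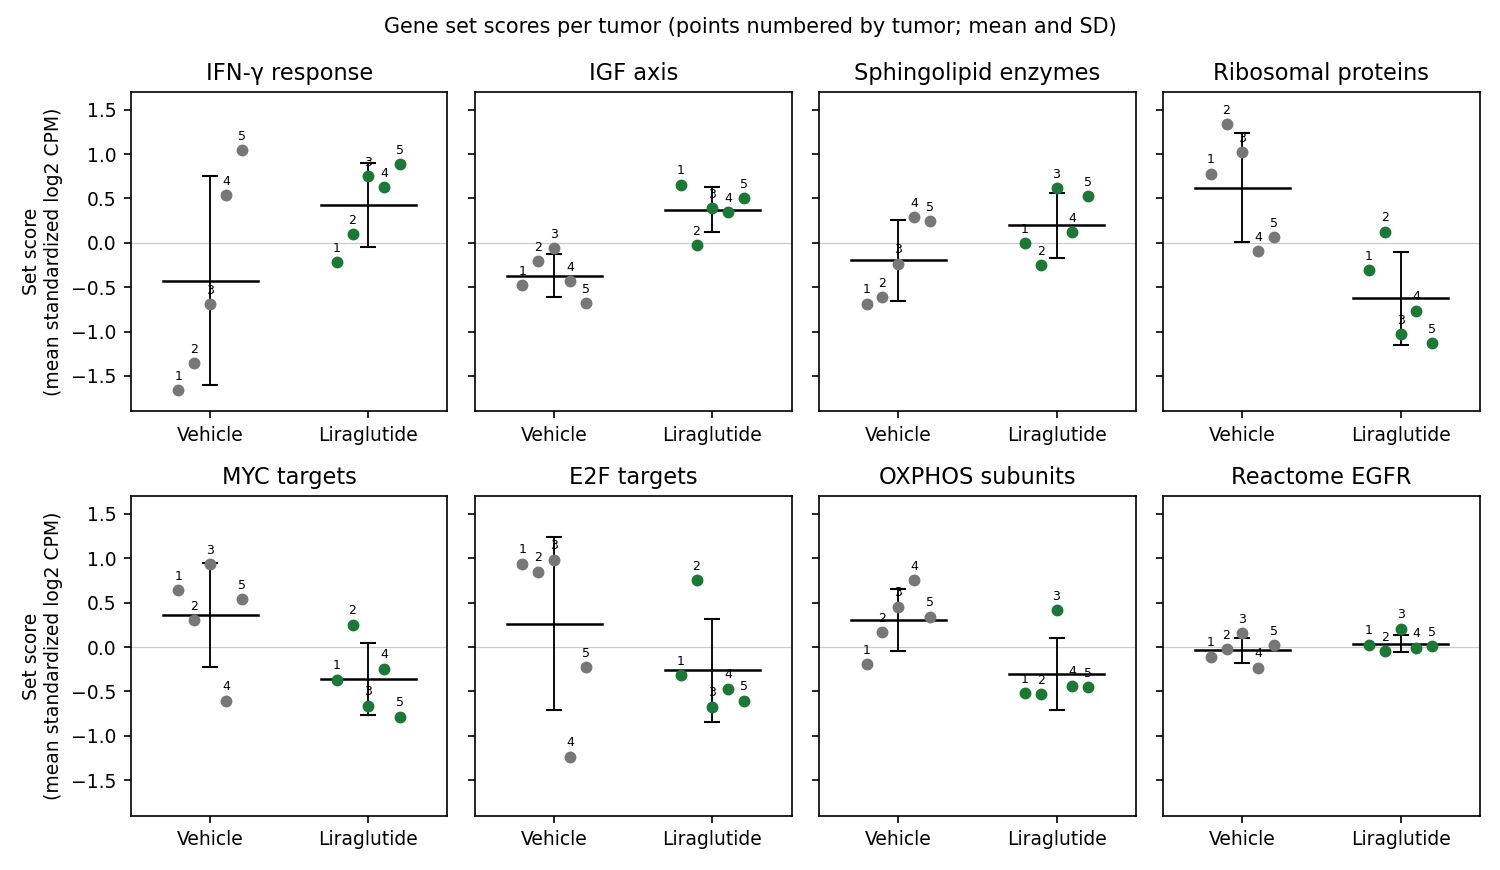
Scores of 8 gene sets in each vehicle and liraglutide tumor, as the mean over the set's genes of log2 CPM standardized over the 10 tumors. Points are tumors numbered 1 to 5 within their group, horizontal lines are group means and error bars are SD (n = 5 tumors). The groups are apart in the insulin-like growth factor axis and overlap in the other 7 sets, and vehicle tumors spread widely in the IFN-γ response and E2F target scores.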

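For immunity, 19 genes of T cells, NK cells, antigen presentation and checkpoints were chosen in advance, and 15 passed edgeR's filter on low counts. Ifng, Ncr1, Klrb1c and Tbx21 did not, and where all 19 were tested, as in DESeq2, 0 had an adjusted p under 0.05. Of the 15 genes, 14 had a positive log2 fold change, and 0 had an adjusted p under 0.05, whether adjusted over the 15 genes or over all genes. Pdcd1, on chromosome 1 of GRCm39 from 93966027 to 93980312, was the only one of them with an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Its mean was 1.07 ± 0.630 CPM with vehicle and 2.11 ± 0.757 CPM with liraglutide (SD, n = 5 tumors each), from 4 to 43 counts per tumor. Its log2 fold change was 0.98 (standard error 0.43, adjusted p = 0.523 over the list and 0.515 over all genes from edgeR). With the tumor number as a block, 6 of the 15 genes had an unadjusted p under 0.05 and 0 passed adjustment over the list. Cd3e, Cd8a and Cd4 had log2 fold changes of 1.11, 0.85 and 0.46, and H2-Aa and H2-Ab1 of 0.68 and 0.65 (adjusted p = 0.523 over the list from edgeR for each of the 5). With the block, edgeR's unadjusted p was 0.0165 for Cd3e, 0.0291 for Cd8a, 0.0458 for H2-Aa and 0.0330 for H2-Ab1, and 0.262 for Cd4. The paper takes the genes and sets past its limits of significance and size in Fig. 2, and cites roles such as cell cycle arrest for Igfbp7 and antitumor immunity for IFN-γ.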

Overall, these findings link liraglutide with gene expression changes in the tumor relevant to immunity, metabolism, and tumor progression that are likely to reflect or explain the effects of GLP-1RAs seen in mice and patients.

### GLP-1RA treatment enhances antitumor immune responses in mice.

GLP-1R is expressed in several leukocyte populations (16), but the effects of GLP-1RAs on these cells are apparently complex, and their likely impact on the antitumor immune response is unclear. While many have found the effects of GPL-1R signaling and agonism to be immunosuppressive (17), some studies suggested enhanced antitumor immunity (18, 19). To explore whether liraglutide’s antitumor effects in our mouse model studies stem from favorable modulation of antitumor immunity, we used flow cytometry to characterize the phenotypic and functional changes among the tumor-infiltrating leukocytes (TILs) associated with treatment in harvested s.c. tumors.

Increased CD4^+^ T cell and natural killer (NK) cell frequencies in the tumors of GLP-1RA–treated obese mice were seen (Figure 3, A and B). Proportions of conventional (i.e., non-regulatory) CD4^+^ T cells (Tcon), marked by the activation marker CD69, were also elevated in liraglutide-treated mice (Figure 3C), potentially indicating an enhanced antitumor immune response. Interestingly, the fraction of intratumor CD8^+^ and Tcon compartments with an effector surface marker profile (CD44^hi^CD62L^lo^) was apparently reduced in favor of CD44^+^CD62L^+^ T cells (Figure 3, D and E), suggesting a potential shift toward a memory-like phenotype in these cells.

Since Foxp3^+^ regulatory T cells (Tregs) express relatively high levels of GLP-1R (20), and a role for its downstream signaling has been reported to maintain these suppressor cells in the periphery (21), we assessed liraglutide-triggered changes among tumor Tregs. Surprisingly, proportions of Foxp3^+^CD25^+^ cells within the TIL CD4^+^ pool were significantly reduced with treatment (Figure 3F). Interestingly, the functionally potent, activated (CD44^+^CD62L^–^) or “eTreg” subpopulation made up a smaller portion of the TIL-Treg pool from liraglutide-treated mice compared with vehicle-treated control mice, in favor of a population with memory-like potential (i.e., CD44^+^CD62L^+^ surface staining) (Figure 3G). In agreement with a prior study (20), GLP-1RA treatment upregulated PD-1 and PD-L1 on tumor Tregs (Supplemental Figure 3, A and B); however, increased levels of mTOR activity (indicated by phosphorylated mTOR^+^ [p-mTOR]^+^ Foxp3^+^ T cells) and Tbet expression were found among GLP-1RA–treated Tregs as well (Supplemental Figure 3, C and D). This combination indicates an activated but unstable Treg phenotype (22–25), less capable of restricting robust antitumor immune response suppression. Collectively, these results suggest the ability of GLP-1RAs to undermine immunosuppression in obese mice.

Additional effects of GLP-1RA treatment were evident in antigen-presenting cell (APC) populations in the tumor niche. Dendritic cells (DCs) and macrophages from treated mice displayed upregulated MHC II levels, an effect that approached and achieved statistical significance in these populations, respectively (Figure 3H). Conversely, TILs of the GLP-1RA–treated mice harbored markedly fewer APCs producing indoleamine 2,3-dioxygenase (IDO) (Figure 3I), a mediator of tumor-associated immunosuppression and a mechanism of Treg expansion and differentiation (26, 27). The mice treated with liraglutide also displayed a relative scarcity of arginase-expressing myeloid-derived suppressor cells (MDSCs) (Figure 3J). Thus, it is possible that the GLP-1RA triggers APC phenotypes poised to effectively stimulate T cell responses and cell-mediated antitumor immunity. Further supporting this notion, the pool of TIL-isolated CD4^+^ T cells recovered from liraglutide-treated mice capable of producing proinflammatory, tumoricidal cytokines ex vivo was expanded (Figure 3K). In all, these findings support a potent immunostimulatory effect of the GLP-1RA liraglutide impacting several leukocyte populations that may be responsible for the improved tumor growth control and clinical outcomes linked to the drug.

### Semaglutide inhibits tumor progression and improves survival in a KRAS-driven mouse lung cancer model.

To reduce the impact of model-specific or drug-specific factors on tumor dynamics, we repeated our experiment examining the effects of GLP-1RA administration on murine tumor growth, this time in an independent autochthonous mouse model with conditional *KrasG12D* activation and *Trp53* deletion (KP) using the GLP-1RA semaglutide. To induce obesity, tumor-free KP mice were prefed a high-fat Western diet (60% kcal from fat) supplemented with sugar water (23.1 g/L D-fructose and 18.9 g/L D-glucose) for 13 weeks prior to tumor initiation (Figure 4A). Lung adenocarcinoma was initiated via intratracheal delivery of Cre recombinase; this precipitates spontaneous tumor growth, which more closely mimics the geographic pattern of human lung cancer metastases compared with s.c. implantation. The KP mice with DIO and induced lung adenocarcinoma were treated with semaglutide (*n* = 7) or vehicle control (*n* = 7).

Semaglutide treatment significantly extended overall survival (HR: 0.21, 95% CI: 0.057–0.79, *P* = 0.012) compared with vehicle-treated control (Figure 4B). Longitudinal microcomputed tomography (μCT) revealed significantly reduced tumor burden in the semaglutide groups (Figure 4C), mirroring the results of our heterotopic models, where GLP-1RA reduced tumor growth and progression in obesity-associated lung cancer.

### GLP-1RA use is associated with improved recurrence-free survival after NSCLC resection.

We then performed a retrospective examination of clinical outcomes in a database of patients undergoing surgery for NSCLC at our center between 2015 and 2024. A total of 1,177 patients met criteria for inclusion in the postsurgical cohort (a flowchart of the cohort is represented in Supplemental Figure 4A). Within this cohort, 71 patients were GLP-1RA users. Demographic characteristics, including age, clinical stage, race, and smoking history were generally well balanced between the GLP-1RA users and non-users; however, GLP-1RA users had significantly higher mean body mass index (BMI) at the time of resection than the non-users (35.07 vs. 30.6; *P* = 0.001). Demographic data are reported in Supplemental Table 1. Most patients across both groups had clinical stage I disease 970 (82.4%), while 193 (16.4%) had stage II, and 14 (1.2%) had stage III lung cancers.

In an unmatched, univariate Cox regression model including the entire cohort, GLP-1RA use was associated with improved recurrence-free survival (RFS) (HR: 0.41; 95% CI: 0.17–1.02; *P* = 0.027). No such association was noted for overall survival (OS) (HR: 0.70; 95% CI: 0.43–1.16; *P* = 0.09).

In a propensity-matched analysis, where propensity scores were calculated using age, sex, race, BMI, cancer stage, smoking status, and histology as covariates and GLP-1RA use as the dependent variable, a matched cohort of 629 was identified that included 560 GLP-1RA non-users and 69 GLP-1RA users. This cohort did not include any patients with stage III disease (see Supplemental Table 1). Univariate Cox regression of the matched cohort showed that GLP-1RA use was associated with improved RFS (HR: 0.41, 95% CI: 0.16–1.04, *P* = 0.026; Figure 5A). GLP-1RA use was not significantly associated with OS (HR: 0.78, 95% CI: 0.44–1.38, *P* = 0.20; Figure 5B). Results of univariate analyses for all the covariates in both unmatched and matched cohorts are presented in Table 1.

### GLP-1RA use improved survival in overweight patients receiving ICIs for advanced NSCLC.

In light of the findings from the preclinical model and expanding use of immunotherapy in the treatment of lung cancer, we set out to test whether the apparent benefits of GLP-1RA use extend to patients on ICI therapy. A cohort of 300 patients with advanced lung cancer treated with ICI at our center between 2015 and 2023 was identified, of which 10 patients were prescribed concurrent GLP-1RA. A flowchart of the cohort is represented in Supplemental Figure 4B. All GLP-1RA users in the cohort had diabetes (reflecting FDA-approved indications during our study period), whereas 25% of non-users were diabetic. Most patients (78.7%) had stage IV disease; the remainder of the cohort was comprised of stage III NSCLC not amenable to local treatments. Treatment included immunotherapy alone for 158 patients (52.7%) and a combination of immuno- and chemotherapy for 142 (47.3%). Patients receiving GLP-1RA were significantly younger; other characteristics such as sex, BMI, race, smoking status, tumor histology, and treatment modality were similar between groups (Supplemental Table 2).

In an unmatched analysis, univariate Cox regression modeling demonstrated that GLP-1RA use was associated with improved progression-free survival (PFS) (HR: 0.39; 95% CI: 0.13–1.14; *P* = 0.044) and OS (HR: 0.40; 95% CI: 0.15–1.04; *P* = 0.031).

In a propensity-matched analysis, propensity scores were calculated using age, sex, race, smoking status, BMI, tumor histology, first-line therapy, and stage at the start of ICI therapy as covariates, with GLP-1RA use as the dependent variable. The matched cohort (*n* = 89) had 79 non-users and 10 GLP-1RA users (see Supplemental Table 2). Univariate Cox regression of the matched cohort showed that GLP-1RA use was associated with improved PFS (HR: 0.31, 95% CI: 0.1–0.94, *P* = 0.019; Figure 6A) and OS (HR: 0.41, 95% CI: 0.16–1.01, *P* = 0.027; Figure 6B). Results of univariate analyses for all covariates in both unmatched and matched cohorts are presented in Table 2.

## Discussion

The use of GLP-1RAs in the United States is rising dramatically, with expanding indications for both diabetes and obesity-related conditions (28, 29). Since these conditions also affect the majority of patients diagnosed with lung cancers (30), widespread use of these medications during treatment for lung malignancies is inevitable. Little is known about the safety of GLP-1RA use during lung cancer treatment, however, and any impact these medications may have on treatment outcomes is similarly opaque. While the effects of GLP-1RAs on the incidence of hepatic, pancreatic, colorectal, genitourinary, cutaneous, and hematologic malignancies have been reported (29), the present study marks the first attempt to our knowledge to examine the drug family’s impact on lung cancer outcomes and the potential utility of GLP-1RAs with ICI.

Unsurprisingly given our hypothesized mechanism of action, we observed little effect of GLP-1RAs on in vitro cell proliferation. These findings are in line with previous studies in the preclinical arena involving multiple cancer types that have reported inconsistent direct effects of GLP-1RAs on cancer cell proliferation (31–35), and they suggest that substantial inhibitory effects on malignant cells are unlikely. Notably, however, we observed consistent and significantly reduced tumor burden in both implanted and autochthonous mouse lung cancer models treated with GLP-1RAs. Thus, we suspect that the reduction in tumor growth seen in obese mice treated with GLP-1RAs may be linked to biological pathways active within the TME.

Indeed, our preclinical mouse studies provide some mechanistic insights in support of this notion. 

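In the subcutaneous tumors of obese mice, T cell genes (20 tested) had an NES of 2.19 (adjusted p = 9.1e-05) and MHC class II genes (9 tested) of 2.16 (adjusted p = 5.3e-05), and with the tumor number as a block 2.15 and 2.26 (adjusted p = 2.2e-05 and 2.3e-07). The T cell set did not pass with 1 surrogate variable (NES 1.36, adjusted p = 0.130). Reactome's MHC class II antigen presentation set (75 genes) was not higher, with an NES of -0.88 (adjusted p = 0.727), and -0.92 with the block (adjusted p = 0.675). Regulatory T cell genes, with an NES of 1.55 (adjusted p = 0.0724), macrophage genes, at 1.41 (adjusted p = 0.104), NK cell and cytotoxicity genes, at 1.00 (adjusted p = 0.534), and neutrophil and MDSC genes, at 0.94 (adjusted p = 0.587), did not pass the threshold. With the block, the macrophage set did (NES 1.603, adjusted p = 0.0274) and the NK cell set did not (NES 1.19, adjusted p = 0.309). Scores per tumor of the T cell and MHC class II sets did not differ by exact permutation tests (p = 0.214 and 0.111), and 4 of 5 liraglutide tumors were above the vehicle mean in each. By tumor number, 4 of 5 pairs were higher with liraglutide in each (exact permutation test of paired scores, p = 0.125 for both). MHC class II scores split fully by Ptprc, from -1.44 to 0.155 in the 5 tumors with less and from 0.472 to 1.25 in the 5 with more. Among proliferation sets, Reactome's mitotic cell cycle (387 genes) had an NES of -2.75 (adjusted p = 2.1e-32), and -2.85 with the block (adjusted p = 5.3e-35). Its S phase set (114 genes) had an NES of -2.51 (adjusted p = 7.9e-12), and -2.42 with the block (adjusted p = 4.0e-11). In their scores per tumor, 4 of 5 liraglutide tumors were below the vehicle mean in the mitotic set and below all vehicle tumors in the S phase set (exact permutation tests, p = 0.119 and 0.0556). By number, S phase scores were lower in 5 of 5 pairs (exact permutation test of paired scores, p = 0.0625, the smallest possible).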

Parallel transcriptomic analysis substantiated an immune-stimulating effect of GLP-1RAs, revealing marked treatment-associated changes in pathways related to oncogenesis, tumor cell proliferation, and metabolism, which may modulate complex biological processes intrinsic as well as extrinsic to malignant cells themselves. Our s.c. tumor model showed that liraglutide, a widely used GLP-1RA, inhibited tumor growth selectively in obese mice and also revealed multifaceted immune-related changes in the TME consistent with enhanced antitumor immunity. These included increased CD4^+^ T cell and NK cell frequencies, bolstered pools of memory-like T cells, reduced Treg populations, and apparent improvements in APC functionality. Interestingly, changes in gene expression profiles closely resembled those observed in individuals with elevated total fat areas (36). That study, which examined genomic changes in NSCLC patients with high versus low body fat, revealed similar changes in transcripts associated with cell proliferation, signaling, and apoptosis, apart from genes regulating fatty acid metabolism. These findings indicate that liraglutide may exert its effects by modulating cellular pathways in a manner that counteracts obesity-induced metabolic adaptations, potentially leading to improved clinical outcomes.

The immunological effects we observed are notable in that they run surprisingly counter to much of the existing literature speaking to the immunomodulatory properties of GLP-1 and GLP-1RA, which generally support a role in immunosuppression in various settings. For example, GLP-1 has been convincingly characterized as a mediator of negative costimulation in T cells, with agonism leading to suppression of proliferation and allograft rejection in mouse studies. In contrast, GLP-1R antagonism, via Exendin-9-39, bolstered antitumor immunity when tested in a colorectal cancer model (37). Additional studies have characterized the activity of GLP-1RA drugs as antiinflammatory (38), and reports have suggested both high expression of GLP-1R by Treg cells (20) and a role for GLP-1 signaling in the biology of these suppressive cells (21, 39). On the other hand, our findings do resonate with a recent preclinical study that found the GLP-1RA semaglutide slows tumor growth and spread, enhances T cell responses and DC maturation, and undermines Tregs while showing no direct effects on breast cancer cell lines in vitro (19). Other studies have also suggested antitumor promise for liraglutide in a model of hepatocellular carcinoma, where it can activate NK cell–mediated responses (40). Others have found the drug can improve the antitumor effects of ICI by downmodulating additional regulators of inflammation in mouse tumor models (41, 42).

Moreover, our retrospective clinical studies provide early evidence that this effect may translate into human NSCLC. We found that in early-stage NSCLC patients undergoing surgery at our institution, GLP-1RA in the postoperative period improved RFS. Following the animal experiments and in vitro assays, analysis of GLP-1RA use in advanced-stage NSCLC patients receiving ICI demonstrated augmented benefit, with improvement in both PFS and OS. While these results are preliminary, they are suggestive and support further investigation into this drug family as a means to improve lung cancer treatment outcomes in obese patients with NSCLC.

There are several important limitations in our study that provide opportunities for future investigations. Our preclinical studies were conducted with semaglutide and liraglutide, as these drugs were the most common in clinical use prior to 2024. These drugs are both single GLP-1RA medications without co-agonism of gastric inhibitory polypeptide (GIP) and follow-up studies are needed to confirm that our results are conserved across newer dual agonist drugs, such as tirzepatide. Additionally, while our analysis of the transcriptomic and immunological impact of GLP-1RA treatment in obese tumors reveal previously uncharted effects, a definitive mechanism remains to be elucidated. It is also unclear whether the immunological changes and antitumor effects we observe stem from a direct action of the drug on leukocytes (a distinct possibility since many immune cells have been shown to express GLP-1R) or indirect effects arising from a correction of excess adiposity — a state known to oppose effective antitumor responses. However, given the incremental (albeit statistically significant) correction in obesity seen and the fact that obese mice (43) and cancer patients (44) often respond better to ICI therapy than normal-weight counterparts in the absence of weight loss, the latter possibility seems less likely to explain the benefits of GLP-1RA in our study.

We are also cautious to avoid over-interpretation of our clinical analysis, which is inherently limited by its retrospective nature and small, single-center sample size. To address this weakness and mitigate the effects of confounders in the design, we supplemented our unmatched univariate analysis with propensity score–matched analysis; however, the small numbers make multivariate analysis impossible without substantial risk of introducing type I error, so the contribution of effects such as degree of weight loss and other baseline characteristics cannot be delineated. In every case the need for prescription GLP-1RA was determined by non–oncology-treating physicians, which may introduce selection bias. Moreover, all patients within this cohort were prescribed GLP-1RA for diabetes, as this was the only FDA-approved indication during the study period. Nevertheless, as the indications for GLP-1RA treatment expand and databases including larger numbers of patients become available, further work investigating outcomes in larger populations will be worthwhile. Collectively, these limitations and lingering questions highlight the need to better understand the action of GLP-1RA modulators of metabolism and NSCLC. Such knowledge gaps provide rationale for pilot clinical trials where safety can be confirmed, and more correlative translational work can be done to compare the effects seen in our preclinical models to those in the human NSCLC TME.

While these and additional mechanistic studies are needed to fully realize the implications of our findings for future NSCLC therapy, this study provides encouraging, albeit preliminary, evidence regarding the favorable effects of GLP-1RA use after resection and during ICI treatment for NSCLC. In the context of rising obesity rates and high global lung cancer mortality, these observations may be important for adapting the treatment of lung cancer to a changing patient pool, and they warrant further investigation in the direction of mitigating obesity-associated lung cancer risk.

## Methods

### Sex as a biological variable.

Male mice were used in these lung cancer preclinical models to facilitate creation of DIO models, as male C57BL/6J mice more uniformly display significant weight gain on high-fat diets (relative to normal-diet controls) than females (45–47). This approach is consistent with established protocols in the field and facilitates direct comparison with previous studies.

### In vitro effects of liraglutide on murine lung cancer cell lines.

The murine lung cancer cell lines KPN1.1 (48) (provided by N. Joshi, Yale School of Medicine, New Haven, Connecticut, USA) and LLC (ATCC, CRL-1642-LUC2) were cultured in vitro and harvested in the logarithmic phase by trypsinization, followed by centrifugation. Cell concentration was adjusted and added to strip-well plates at 3000 cells per well, which were then incubated at 37°C. After 24 hours, the cells were treated with liraglutide at 10, 30, 90, 270, and 810 nM concentrations. To measure the cell proliferation rate, the wells were washed, and 95 μL of cell culture medium and 5 μL of CCK-8 reagent (Dojindo Laboratories) were added to each well. The strips were allowed to incubate at 37°C for 2 hours, and the absorbance value (OD value) was measured and recorded using a microplate reader at a wavelength of 450 nm at 0, 24, 48, 72, and 96 hours. The cell proliferation rate was calculated as follows: cell proliferation rate = (OD value at a given concentration at 48-hour time point – blank)/(OD value on day 0 – blank).

### Effects of GLP-1RA on murine survival, s.c. tumor dynamics, gene expression, and TME in an implanted lung cancer model.

Age-matched obese and non-obese male C57BL/6J mice were purchased (The Jackson Laboratory, strain numbers 380050 and 380056) or generated in-house by feeding normal-weight mice with high-fat (60% calories from fat, 5.4 kCal/g) or control chow (~7.2% calories from fat, 3.9 kcal/g) (Bio-Serv, products S3282 and F4031, respectively). For s.c. tumor challenge experiments, KPN1.1 cells or LLC cells were injected into the flanks of 7- to 17-week-old obese and non-obese mice (75,000 cells per mouse). Mice with palpable tumors (typically detected 6–7 days after implantation) received intraperitoneal injections of liraglutide (0.2 μg per gram of mouse body weight) or phosphate-buffered saline (PBS) vehicle daily. The mice were euthanized after 19–22 days of cell inoculation, and tissues were harvested for further analysis.

RNA sequencing was performed on excised, subcutaneous KPN1.1 tumors from obese mice treated with GLP-1RA. At the time of mouse tumor harvest, a fragment was flash frozen and was later used for RNA isolation using the miRNeasy mini kit (Qiagen). The sequencing libraries were prepared with the RNA HyperPrep Kit with RiboErase (HMR) kit (Roche Sequencing Solutions), from 500 ng total RNA. Following the manufacturer’s instructions, the first step depletes rRNA from total RNA. After ribosomal depletion, the remaining RNA was DNase digested to remove any gDNA contamination. Samples were then purified, fragmented, and primed for cDNA synthesis. Fragmented RNA was then reverse transcribed into first-strand cDNA using random primers. The next step removes the RNA template and synthesizes a replacement strand, incorporating dUTP in place of dTTP to generate double-stranded cDNA. Pure Beads (KAPA BIOSYSTEMS) were used to separate the double-stranded cDNA from the second-strand reaction mix, resulting in blunt-ended cDNA. A single “A” nucleotide was then added to the 3′ ends of the blunt fragments. Multiple indexing adapters, containing a single “T” nucleotide on the 3′ end of the adapter, were ligated to the ends of the double-stranded cDNA, preparing them for hybridization onto a flow cell. Adapter-ligated libraries were amplified by PCR, purified using Pure Beads, and validated for appropriate size on a 4200 TapeStation D1000 Screentape (Agilent Technologies, Inc.). The DNA libraries were quantified using a KAPA Biosystems qPCR kit, and were pooled together in an equimolar fashion, following experimental design criteria. Each pool was denatured and diluted to 350 pM with 1% PhiX control library added. The resulting pool was then loaded into the appropriate NovaSeq Reagent cartridge for 100-bp paired-end sequencing and sequenced on a NovaSeq 6000 following the manufacturer’s recommended protocol (Illumina Inc.). Raw reads that passed the Illumina RTA quality filter were demultiplexed and preprocessed using FastQC for sequencing base quality control. Reads were then mapped to the latest version of a mouse reference (GRCm39/mm39) using Bowtie (v1.0.1) (49) and TopHat (v2.0.13) aligner (50). Mapped reads were quantified at the gene level as a raw counts matrix using featureCounts from Subread (51). Samples were filtered after quality assessment, and a total of 10 samples were used in subsequent analyses (*n* = 5/group). Raw feature counts were normalized, and differential expression analysis was carried out using DESeq2 (52), and visualized using volcano plots. Differential expression rank order was used for subsequent GSEA (53), performed using the cluster profile package in R, and visualized via lollipop plots. Gene sets queried included the Hallmark, Canonical pathways, and GO Biological Processes Ontology collections available through the Molecular Signatures Database (MSigDB) (54).

Flow cytometry analysis was performed on the s.c. KPN1.1 tumors excised from obese mice treated with GLP-1RA. Tumors were cleaned of skin and fat before mechanical (GentleMACS dissociation) and enzymatic digestion in a collagenase/hyaluronidase mix (Stem Cell Technologies) following the manufacturer’s protocol. The resulting cell suspensions were filtered (100 μm cell strainer), washed, and pelleted before RBC lysis in 1 mL ACK buffer (Thermo Fisher Scientific). Cells were then washed with PBS containing 1% fetal bovine serum (FBS) and 2 mM EDTA before incubation with fluorochrome-conjugated antibodies diluted in like buffer. After surface immunostaining, intracellular markers (i.e., FOXP3) were stained after fixation and permeabilized using eBioscience’s FOXP3 staining kit. For intracellular cytokine staining, cell suspensions were restimulated in media containing PMA and ionomycin in the presence of GolgiPlug (BD) for 5 hours at 37°C before surface staining, fixation/permeabilization, and internal staining with anti–IFN-γ and –TNF-α antibodies. Samples were run on an Aurora spectral flow cytometer (Cytek) before data analysis via OMIQ (https://www.omiq.ai/).

Effect of semaglutide on survival in an autochthonous KRAS-driven murine lung cancer model. *Kras^LSL-G12D^*; *Trp53^fl/fl^* (KP) mice (*55*) (The Jackson Laboratory, 032435) were fed a high-fat Western diet (60% kcal fat; Research Diets, D12492) with sugar water (23.1 g/L D-fructose + 18.9 g/L D-glucose) ad libitum for 13 weeks to induce DIO. Lung tumors were initiated via intratracheal adenoviral Cre recombinase (Ad-Cre; 2.5 × 10^7^ PFU; University of Iowa Viral Core) (56–59).Tumor-bearing DIO-KP mice were randomized to receive intraperitoneal semaglutide (60 nmol/kg/0.25 μg/gm body weight, 3 times per week; S9697, Selleck Chemicals) or saline (pH 7.4; Cytiva) (60). Imaging was conducted through the Oncology Precision Therapeutics and Imaging Core (OPTIC) at the Columbia University Herbert Irving Comprehensive Cancer Center. High-resolution μCT was performed to assess lung tumor burden, as previously described (61).

### Effects of GLP-1RA on survival outcomes in 2 retrospective clinical cohorts.

Two distinct single-center clinical cohorts were manually curated and analyzed.

In a postsurgical cohort, medical charts for patients undergoing surgical resection at the Roswell Park Cancer Center (RPCC) between 2015 and 2024 were manually curated. Patients were included for analysis if they had (a) histologically confirmed NSCLC and (b) a BMI greater than 25. Patients were defined as GLP-1RA users if they had GLP-1RA prescribed for more than 6 months during the period between resection and any event (defined as disease recurrence, death, or loss to follow-up).

In an advanced-disease cohort, medical charts for patients undergoing treatment for advanced or metastatic lung cancer at the RPCC between 2015 and 2023 were manually curated. Patients were included for analysis if they had (a) histologically confirmed advanced or metastatic NSCLC, (b) received at least 3 doses of an anti–PD-(L)1 and/or anti–CTLA-4 ICI (c), received no definitive local therapy (surgery or radiotherapy), and (d) had a BMI greater than 25. Patients were again defined as GLP-1RA users if they had GLP-1RA prescribed for more than 6 months during the period between the start of ICI treatment and any event (defined as disease progression, death, or loss to follow-up).

In both cohorts, patient demographics, including age, sex (male or female), race (White and non-White), smoking status (current, former, never smokers), and BMI were collected.

Visceral fat indexes and abdominal circumference were not routinely available in this retrospective database. For the surgical cohort, RFS was calculated from the date of resection until disease recurrence, death, or censoring at loss to follow-up. For the advanced-disease cohort, PFS was used, calculated from the date of treatment initiation until disease progression, death, or censoring at loss to follow-up. OS was defined from the point of resection in the postsurgical cohort and start of treatment in the advanced-disease cohort until the date of death or censoring at loss to follow-up.

### Statistics.

In the retrospective cohort analysis, results are reported as RFS, PFS, and OS as appropriate to the clinical scenario. To reduce confounding from baseline differences in small sample sizes, propensity scores were initially estimated using logistic regression with GLP-1RA use as the dependent variable. Propensity score matching was subsequently performed using greedy nearest-neighbor matching with a fixed control-to-treated ratio of 10:1 and a caliper width of 0.2 on the propensity score. The matching procedure was implemented in SAS version 9.4 (IBM) using PROC PSMATCH. Survival analysis was done using Cox’s proportional hazards regression on the matched cohort, accounting for the matched sets through stratification or clustering. Group differences were assessed using independent *t* tests and χ^2^ tests. All statistical tests were 2-sided with a level of significance of 5%. OS and PFS analyses were conducted using Cox’s proportional hazards modeling for univariate models. The statistics for survival analysis are expressed in terms of HR, and 95% CI with a 1-sided *P* value at a 5% level of significance. For animal model studies and in vitro experiments, the group differences were calculated using *t* tests or 2-way ANOVA tests. Statistical analyses were performed using SPSS version 28.0.1.0 (IBM) or GraphPad Prism version 9. Flow cytometry analysis was performed using OMIQ.

### Study approval.

The retrospective study protocol was reviewed and approved by the Institutional Review Board of the RPCC (BDR 115119), and individual patient consents were waived. All animal experiments conducted were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of RPCC (protocols 1487 and 1349) or by Columbia University IACUC guidelines (protocol AABV8661).

### Data availability.

RPCC IRB protocols prohibit the sharing of clinical data to protect patient privacy. The data from mouse experiments are available in the Supporting Data Values file. Flow cytometry data will be made available as raw data files upon request. Gene sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO GSE302656).

## Author contributions

SY, BF, JB, and VRS contributed to the conceptualization of the study. SY and BF supervised the clinical aspects, while JB and VRS guided the translational components. AGP, SK, and YV curated the clinical data. AGP performed formal analysis of the clinical cohorts. AGP, MB, KR, and RVR carried out animal experiments. RJS and DW conducted and analyzed flow cytometry experiments. HHH and SR performed and supervised RNA sequencing analyses. JO and VRS contributed data and results from the autochthonous model. AGP, BF, and JB wrote the original draft of the manuscript, with data visualization by AGP, RJS, and SR. All authors reviewed and approved the final manuscript. Both AGP and BF are designated as co–first authors, as each contributed to equally critical aspects of the manuscript — AGP led most of the analysis, conducted the mouse experiments, and prepared the initial draft, while BF was primarily responsible for conceptualization and revision of the manuscript. AGP is listed first due to academic junior status and alphabetical order.

### Submission declaration.

A part of this study was submitted and presented at the Academic Surgical Congress – Annual Meeting 2025. This manuscript or any part of it is not under consideration for publication elsewhere.

## Supplementary Material

Supplemental data

ICMJE disclosure forms

Supporting data values

## Figures and Tables

**Figure 1:**
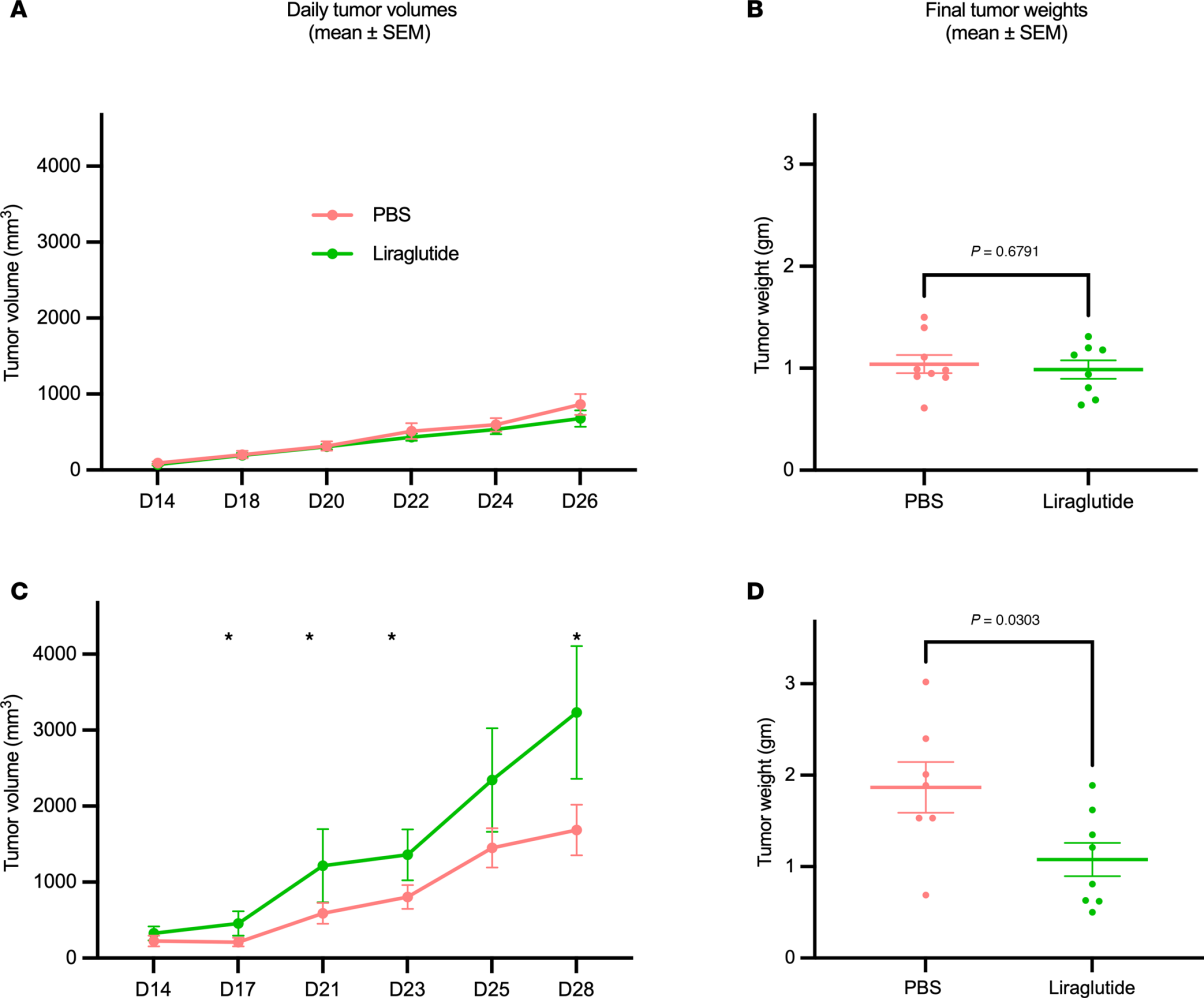
Liraglutide suppresses tumor growth in mice with diet-induced obesity. KPN1.1 cell lines (7.5 × 10^4^ cells each) were injected subcutaneously in the flanks of normal-weight (*n* = 8/group) or obese (*n* = 8/group) C57BL/6J mice fed a control or high-fat diet for 12 weeks, respectively. Once tumors were palpable, mice received daily intraperitoneal injections of liraglutide or vehicle (PBS). The volumes and weights of tumors in normal-weight mice were not significantly different (**A** and **B**). Tumors induced in obese mice had significantly higher volume and end weight in control mice than in liraglutide-treated mice (**C** and **D**). Shown are representative findings from at least 2 independent experiments (*n* = 8 mice/group/trial). *P < 0.05, results of unpaired *t* test.

**Figure 2:**
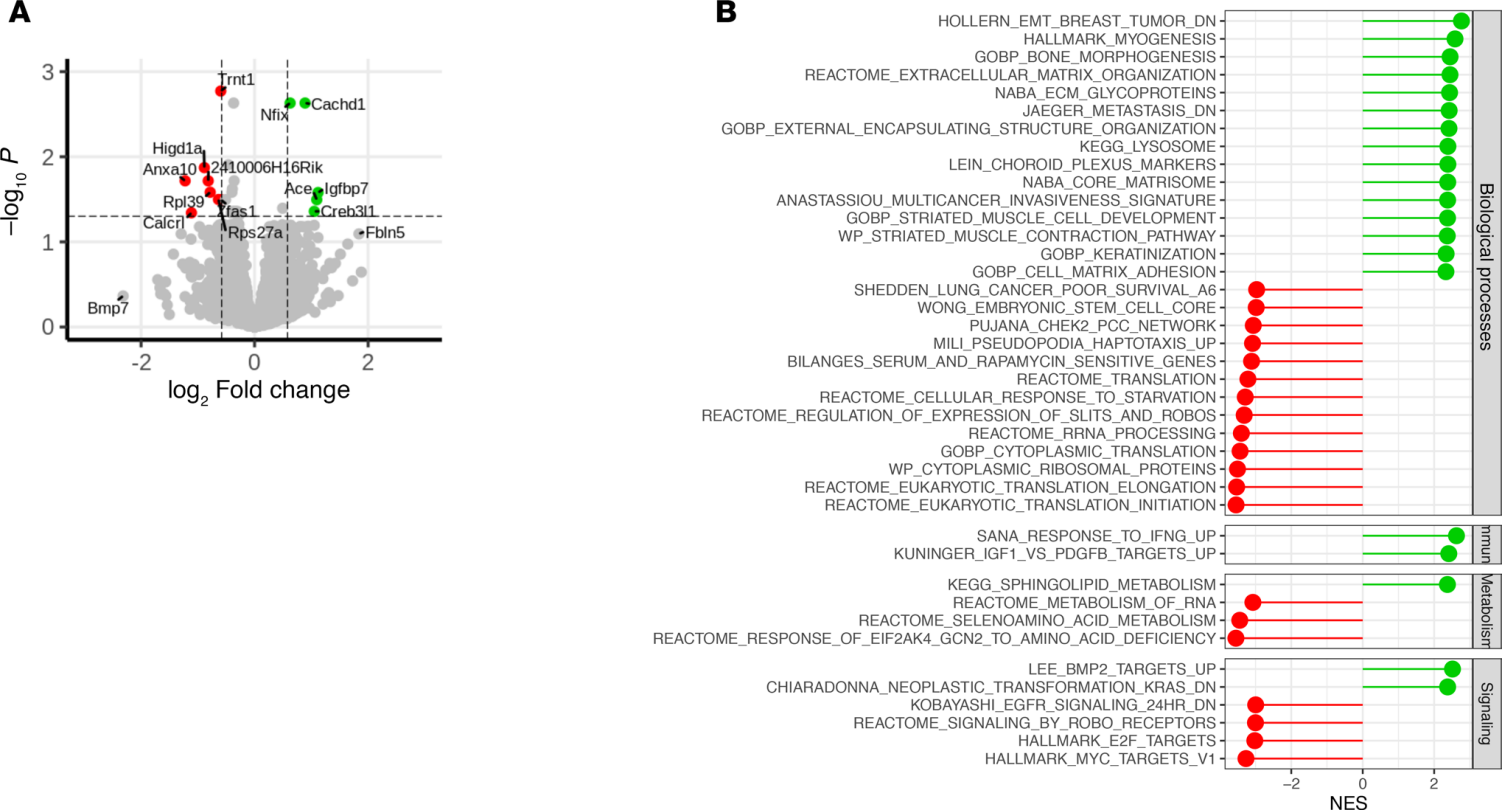
Gene expression changes in tumor cells from obese mice and altered pathways with liraglutide treatment. (**A**) Volcano plot: Differentially expressed genes in liraglutide-treated (green) versus vehicle-treated tumors (red). The *x* axis shows log_2_(fold change); the *y* axis shows statistical significance, which was assessed using ANOVA with Benjamini-Hochberg correction. (**B**) Changes in biological processes, immune, cell signaling, and metabolic pathways, as seen by changes in gene sets, expressed as normalized enrichment score (NES).

**Figure 3:**
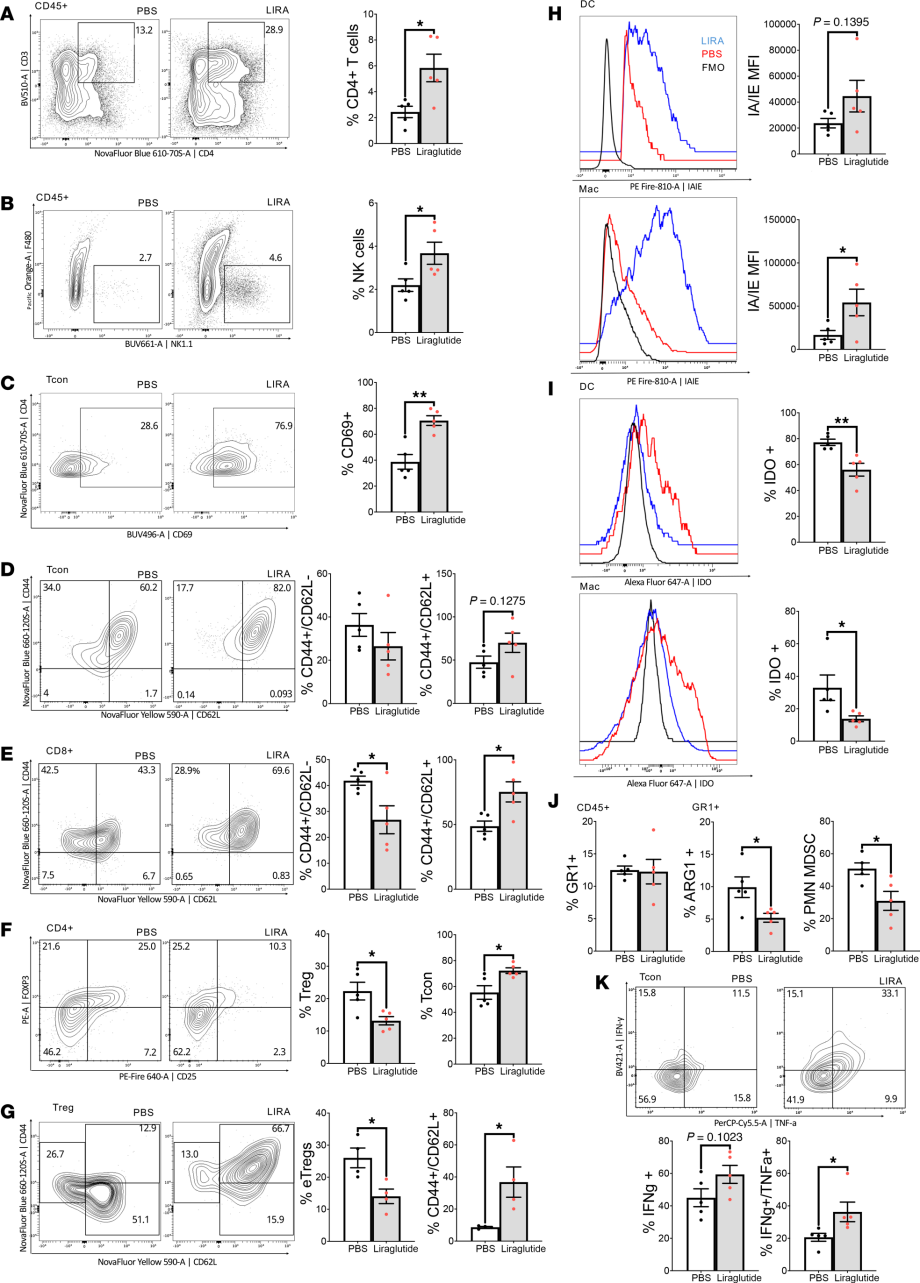
Characterizing the impact of GLP-1RA treatment on tumor-infiltrating leukocyte populations and phenotypes. Tumor tissues were recovered from the obese mice described in Figure 2, and, after enzymatic digestion, single-cell suspensions were generated. Immunostaining followed by spectral flow cytometry analysis revealed the effects of liraglutide (LIRA) on T cell (**A**–**G**) and myeloid cell (**H**–**J**) populations. Flow analysis was also performed to assess intracellular cytokine production by leukocytes restimulated ex vivo with PMA/ionomycin and brefeldin A (**K**). Shown are the mean ± SEM results from 1 of 2 independent experiments and representative flow plots (*n* = 5 per group/trial). *P < 0.05, **P < 0.02 by *t* test.

**Figure 4:**
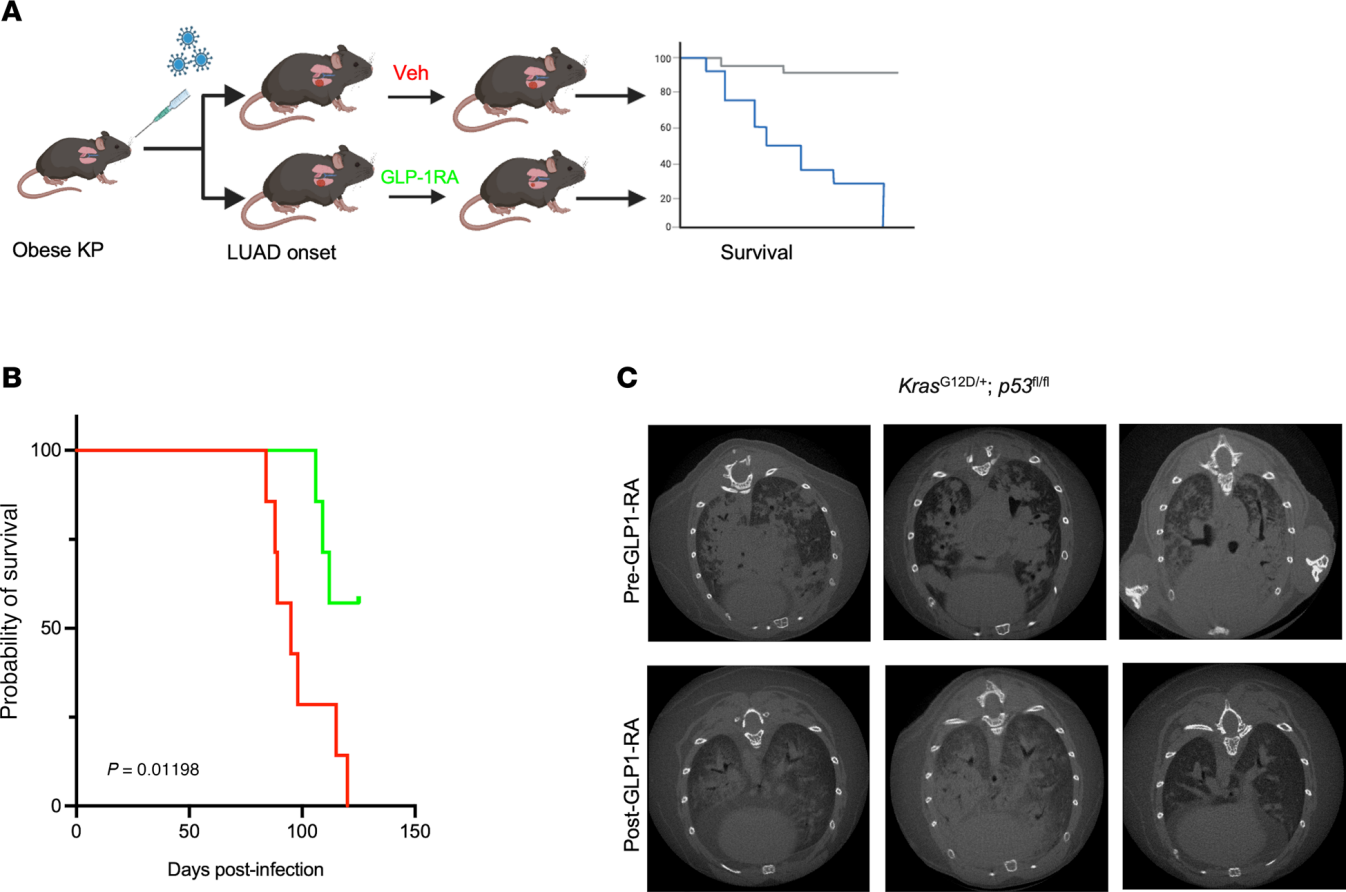
Semaglutide effect in an autochthonous mouse model. (**A**) Schematic illustrating the experimental design in the diet-induced obesity (DIO) KP mouse. (**B**) Kaplan-Meier survival analysis of DIO-KP mice receiving vehicle or semaglutide following tumor initiation (*n* = 7 per group). *P* = 0.01198 by log-rank test (vehicle vs. semaglutide). (**C**) Representative μCT images of lung tumor burden in DIO-KP mice at endpoint, comparing semaglutide- and vehicle-treated groups.

**Figure 5:**
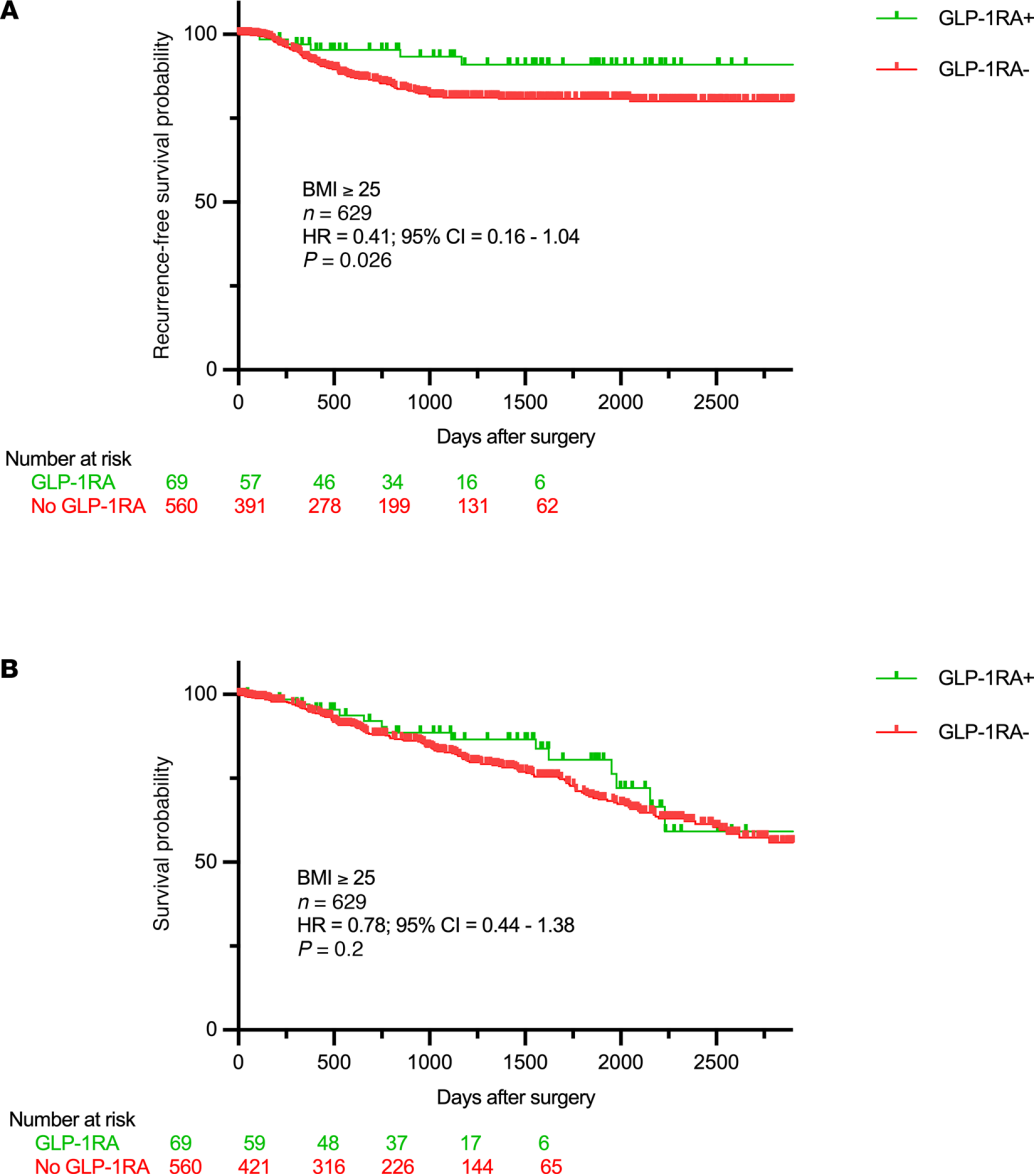
Clinical outcomes with adjuvant GLP-1RA use after resection in NSCLC. Recurrence-free survival (**A**) and overall survival (**B**) in overweight and obese patients who underwent resection for NSCLC and received GLP-1RA. GLP-1RA use is associated with improved RFS after propensity score matching for age, sex, race, smoking, histology, stage, and GLP-1RA use as covariates. Significance was assessed using Cox’s proportional hazards modeling for univariate models.

**Figure 6:**
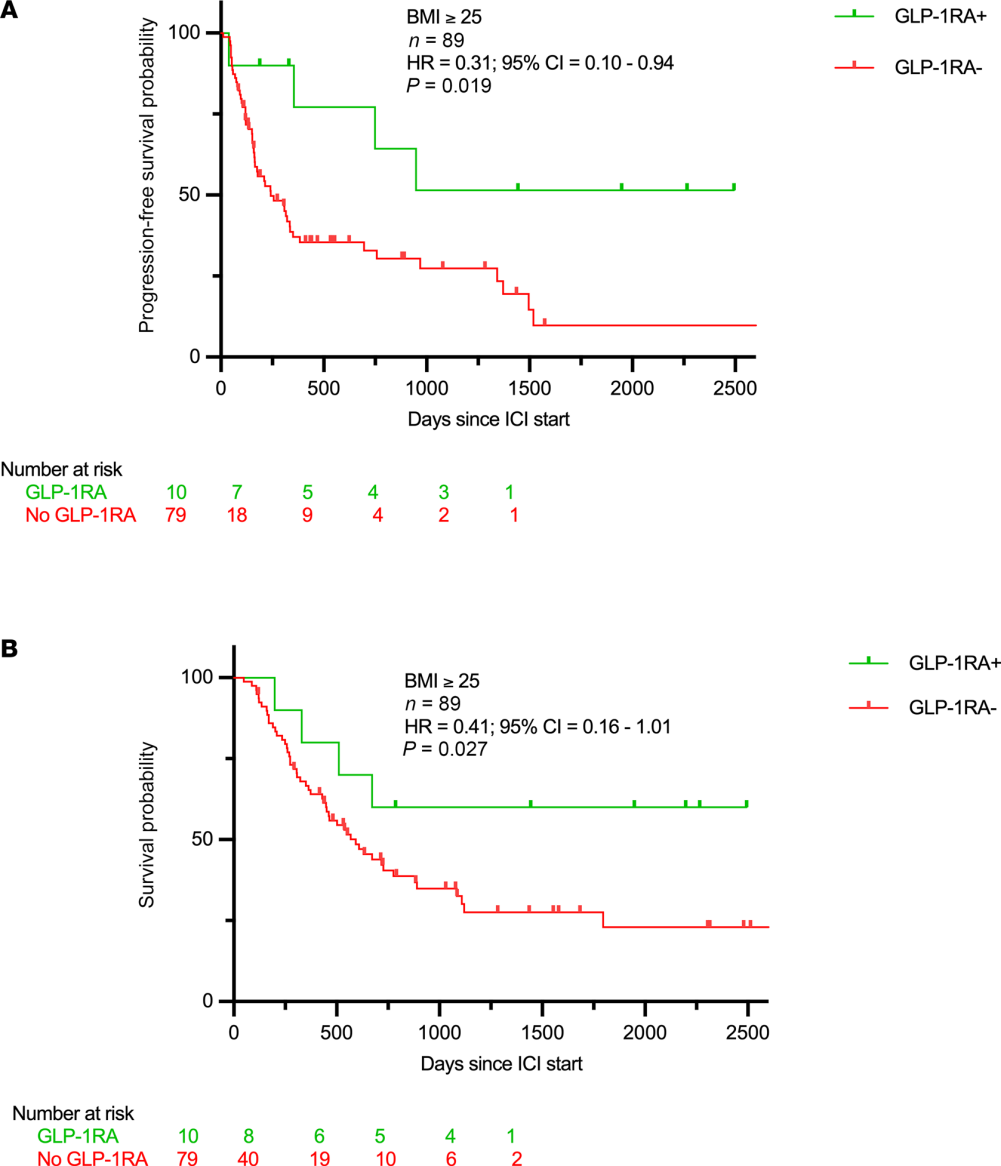
Outcomes with GLP-1RA use in advanced-stage NSCLC patients on ICI. Progression-free survival (**A**) and overall survival (**B**) in overweight and obese patients receiving ICI for advanced NSCLC after propensity score matching for age, sex, race, smoking, histology, stage, first-line therapy, and GLP-1RA use as covariates. Significance was assessed using Cox’s proportional hazards modeling for univariate models.

**Table 1:**
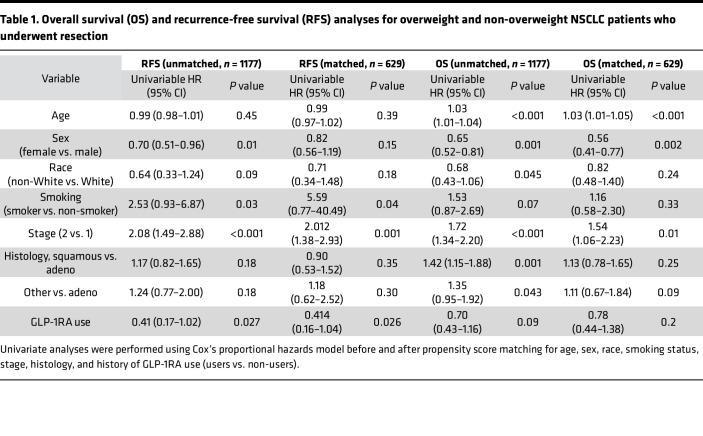
Overall survival (OS) and recurrence-free survival (RFS) analyses for overweight and non-overweight NSCLC patients who underwent resection

**Table 2:**
Overall survival (OS) and progression-free survival (PFS) analyses for overweight and non-overweight NSCLC patients on immune checkpoint inhibitors

# Supplementary material for: Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control
**Source:** JCI Insight. 2025 Aug 26;10(19):e195484. doi: 10.1172/jci.insight.195484
**Supplement:** Supplemental data

# Supplemental Table 1

| Characteristic          | Unmatched cohort<br>(n = 1177) | No GLP-1 RA<br>(n = 1106) | GLP-1 RA<br>(n = 71) | p-value      | Matched cohort<br>(n = 629) | No GLP-1 RA<br>(n = 560) | GLP-1 RA<br>(n = 69) | p-value |
|-------------------------|--------------------------------|---------------------------|----------------------|--------------|-----------------------------|--------------------------|----------------------|---------|
| Mean age ( $\pm$ SD)    | 68.76 $\pm$ 8.37               | 68.90 $\pm$ 8.43          | 66.56 $\pm$ 7.03     | <b>0.02</b>  | 67 $\pm$ 8.06               | 67.02 $\pm$ 8.19         | 66.83 $\pm$ 6.95     | 0.84    |
| Sex                     |                                |                           |                      | 0.46         |                             |                          |                      | 0.69    |
| Male                    | 517 (43.9%)                    | 489 (44.2%)               | 28 (39.4%)           |              | 262 (41.65%)                | 235 (41.96%)             | 27 (39.13%)          |         |
| Female                  | 660 (56.1%)                    | 617 (55.8%)               | 43 (60.6%)           |              | 367 (58.35%)                | 325 (58.04%)             | 42 (60.87%)          |         |
| Race                    |                                |                           |                      | 0.29         |                             |                          |                      | 0.69    |
| White                   | 1068 (90.7%)                   | 1006 (91%)                | 62 (87.3%)           |              | 556 (88.39%)                | 496 (88.57%)             | 60 (86.96%)          |         |
| Non-White               | 109 (9.3%)                     | 100 (9%)                  | 9 (12.7%)            |              | 73 (11.61%)                 | 64 (11.43%)              | 9 (13.04%)           |         |
| Smoking status          |                                |                           |                      | 1            |                             |                          |                      | 1.00    |
| Non-smoker              | 82 (7%)                        | 77 (7%)                   | 5 (7%)               |              | 40 (6.36%)                  | 36 (6.43%)               | 4 (5.8%)             |         |
| smoker                  | 1095 (93%)                     | 1029 (93%)                | 66 (93%)             |              | 589 (93.64%)                | 524 (93.57%)             | 65 (94.20%)          |         |
| Mean BMI ( $\pm$ SD)    | 30.93 $\pm$ 5.03               | 30.66 $\pm$ 4.81          | 35.07 $\pm$ 6.42     | <b>0.001</b> | 33.33 $\pm$ 5.06            | 33.18 $\pm$ 4.98         | 34.53 $\pm$ 5.55     | 0.059   |
| Clinical stage          |                                |                           |                      | 0.41         |                             |                          |                      | 0.88    |
| I                       | 970 (82.4%)                    | 908 (82.1%)               | 62 (87.3%)           |              | 477 (75.83%)                | 425 (75.89%)             | 52 (75.36%)          |         |
| II                      | 193 (16.4%)                    | 184 (16.6%)               | 9 (12.7%)            |              | 152 (24.17%)                | 135 (24.11%)             | 17 (24.64%)          |         |
| III                     | 14 (1.2%)                      | 14 (1.3%)                 | 0                    |              |                             |                          |                      |         |
| Histology               |                                |                           |                      | 0.97         |                             |                          |                      | 0.99    |
| Adenocarcinoma          | 669 (56.8%)                    | 628 (56.8%)               | 41 (57.7%)           |              | 376 (59.78%)                | 336 (60%)                | 40 (57.97%)          |         |
| Squamous cell carcinoma | 345 (29.3%)                    | 325 (29.4%)               | 20 (28.2%)           |              | 166 (26.39%)                | 147 (26.25%)             | 19 (27.54%)          |         |
| Other                   | 163 (13.8%)                    | 153 (13.8%)               | 10 (14.1%)           |              | 87 (13.83%)                 | 77 (13.75%)              | 10 (14.49%)          |         |

**Supplemental Table 1. Patient characteristics of the Clinical Cohort A.** Patient demographics (age, sex, race, smoking status, BMI) and disease/treatment characteristics (stage, histology) are given as mean/count and standard deviation (SD)/percentage. Overall distributions and group distributions, when split into GLP-1 RA users vs. nonusers, are provided. Group distributions of the full unmatched cohort and the post-propensity score matched cohort were compared using an independent t-test for continuous variables and chi-square tests for all other variables. P-value < 0.05 was considered statistically significant.

BMI: body mass index.

## Supplemental Table 2

| Characteristic          | Unmatched cohort (n = 300) | No GLP-1 RA (n = 290) | GLP-1 RA (n = 10) | p-value     | Matched cohort (n = 89) | No GLP-1 RA (n = 79) | GLP-1 RA (n = 10) | p-value |
|-------------------------|----------------------------|-----------------------|-------------------|-------------|-------------------------|----------------------|-------------------|---------|
| Mean age (± SD)         | 65.76 ± 9.28               | 65.97 ± 9.30          | 59.5 ± 6.32       | <b>0.03</b> | 60.39 ± 8.44            | 60.51 ± 8.70         | 59.50 ± 6.33      | 0.71    |
| Sex                     |                            |                       |                   | 1           |                         |                      |                   | 1       |
| Male                    | 149 (49.7%)                | 144 (49.7%)           | 5 (50%)           |             | 45 (50.56%)             | 40 (50.63%)          | 5 (5%)            |         |
| Female                  | 151 (50.3%)                | 146 (50.3%)           | 5 (50%)           |             | 44 (49.44%)             | 39 (49.37%)          | 5 (5%)            |         |
| Race*                   |                            |                       |                   | 0.49        |                         |                      |                   | 1       |
| White                   | 271 (90.3%)                | 263 (90.7%)           | 8 (80%)           |             | 72 (80.90%)             | 64 (81.01%)          | 8 (80%)           |         |
| Non-White               | 28 (9.3%)                  | 26 (9%)               | 2 (20%)           |             | 17 (19.10%)             | 15 (18.99%)          | 2 (20%)           |         |
| Smoking status          |                            |                       |                   | 0.67        |                         |                      |                   | 0.87    |
| current smoker          | 123 (41%)                  | 118 (41.7%)           | 5 (50%)           |             | 42 (47.19%)             | 37 (46.84%)          | 5 (50%)           |         |
| former smoker           | 161 (53.7%)                | 156 (53.8%)           | 5 (50%)           |             | 45 (50.56%)             | 40 (50.63%)          | 5 (50%)           |         |
| never smoker            | 16 (5.3%)                  | 16 (5.5%)             | 0                 |             | 2 (2.25%)               | 2 (2.53%)            | 00                |         |
| Diabetes Mellitus       |                            |                       |                   |             |                         |                      |                   |         |
| Yes                     | 83 (27.5%)                 | 73 (25.17)            | 10 (100%)         |             | 25 (28.09%)             | 15 (18.99%)          | 10 (100%)         |         |
| No                      | 217 (72.4%)                | 217 (84.83%)          | 0 (0%)            |             | 64 (71.91%)             | 64 (71.91%)          | 0 (0%)            |         |
| Mean BMI (± SD)         | 30.37 ± 4.9                | 30.35 ± 4.9           | 31.2 ± 4.05       | 0.53        | 30.50 ± 4.49            | 30.41± 4.55          | 31.20± 4.05       | 0.409   |
| Histology               |                            |                       |                   | 0.27        |                         |                      |                   | 0.93    |
| Adenocarcinoma          | 180 (60%)                  | 176 (60.7%)           | 4 (40%)           |             | 40 (44.94%)             | 36 (45.57%)          | 4 (40%)           |         |
| Squamous cell carcinoma | 83 (27.7%)                 | 78 (26.9%)            | 5 (50%)           |             | 40 (44.94%)             | 35 (44.30%)          | 4 (50%)           |         |
| Other                   | 37 (12.3%)                 | 36 (12.4%)            | 1 (10%)           |             | 9 (10.11%)              | 8 (10.13%)           | 1 (10%)           |         |
| Stage                   |                            |                       |                   | 0.45        |                         |                      |                   | 1.00    |
| III                     | 64 (21.3%)                 | 61 (21%)              | 3 (30%)           |             | 25 (28.09%)             | 22 (27.85%)          | 3 (30%)           |         |
| IV                      | 236 (78.7%)                | 229 (79%)             | 7 (70%)           |             | 64 (71.91%)             | 57 (72.15%)          | 7 (70%)           |         |
| Mode of therapy         |                            |                       |                   | 0.75        |                         |                      |                   | 0.75    |
| Immunotherapy           | 158 (52.7%)                | 152 (52.4%)           | 6 (60%)           |             | 42 (47.19%)             | 38 (48.10%)          | 4 (40%)           |         |
| Chemo-immunotherapy     | 142 (47.3%)                | 138 (47.6%)           | 4 (40%)           |             | 47 (52.81%)             | 41 (51.90%)          | 6 (60%)           |         |
| PDL1 expression         |                            |                       |                   | 0.5         |                         |                      |                   | 0.15    |
| <1                      | 69 (26.6%)                 | 67 (26.9%)            | 2 (20%)           |             | 22 (27.8%)              | 20 (29%)             | 2 (20%)           |         |
| 1-50                    | 81 (31.3%)                 | 79 (31.7%)            | 2 (20%)           |             | 31 (39.2%)              | 29 (42%)             | 2 (20%)           |         |
| >50                     | 109 (42.1%)                | 103 (41.4%)           | 6 (60%)           |             | 26 (32.9%)              | 20 (29%)             | 6 (60%)           |         |

**Supplemental Table 2: Patient characteristics of the clinical cohort B.** Patient demographics (age, sex, race, smoking status, BMI) and disease/treatment characteristics (histology, first-line regimen, PD-1 expression, T2DM status) are given as mean/count and standard deviation (SD)/percentage. Overall distributions as well as group distributions when split into GLP-1 RA vs. not on GLP-1 RA are provided. Group distributions of the full unmatched cohort and the post-propensity score matched cohort were compared using an independent t-test for age and chi-square tests for all other variables. P-value < 0.05 was considered statistically significant

\*ICI = Immune checkpoint inhibitor, BMI = Body mass index, T2DM = Type 2 Diabetes mellitus

**Supplemental Figure 1**

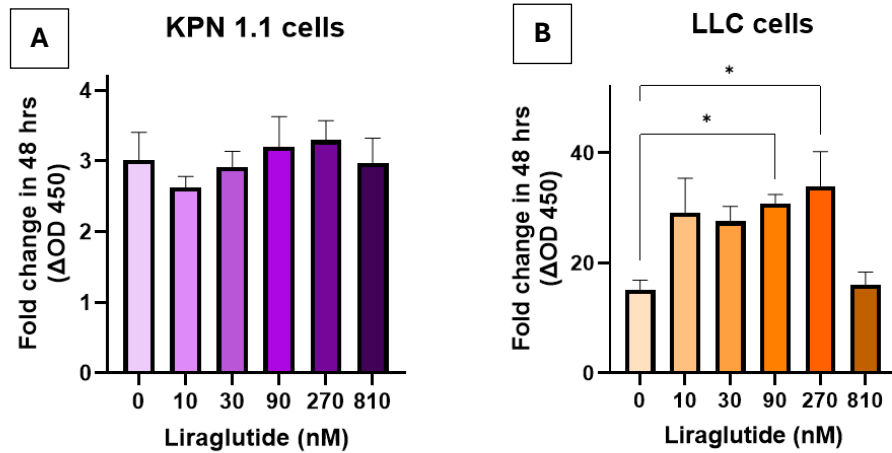

**Supplemental Figure 1. Effects of liraglutide on in vitro tumor cell proliferation.** The indicated cell lines were grown in vitro and subjected to the CCK-8 proliferation assay in the presence of various liraglutide concentrations. Shown are mean proliferation values  $\pm$  SD for the KPN1.1 (A) and LLC cell lines (B) from one of two independent experiments. \* $P < 0.05$  by t test.

**Supplemental Figure 2**

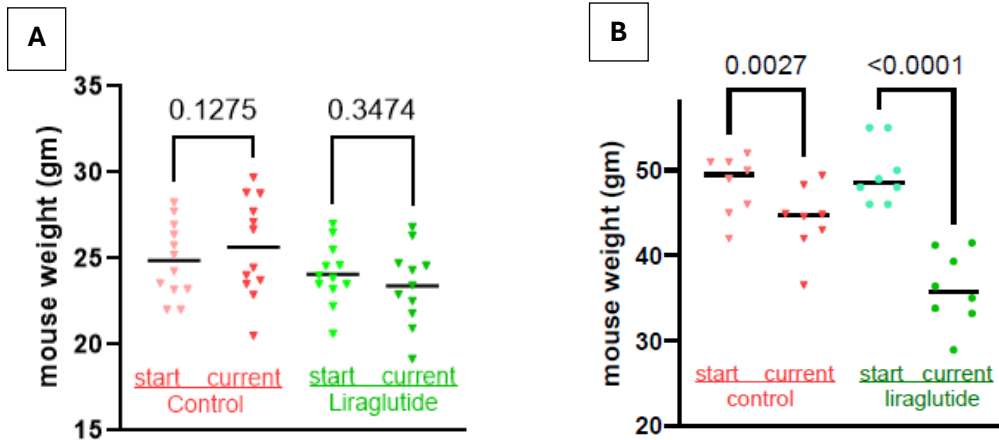

**Supplemental Figure 2. Weight change in tumor-bearing mice treated with liraglutide or a PBS control.** Obese C57BL/6 mice were challenged with s.c. KPN1.1 tumors and treated with liraglutide or PBS as described in Figure 2. Control mice had slight weight gain in normal-weight mice while liraglutide reduced the weight. Liraglutide-treated obese mice with higher weight loss than the control mice, as mice in both groups experienced significant weight loss (A, B). Numbers represent the P values for the indicated comparisons (t test).

### Supplementary Figure 3

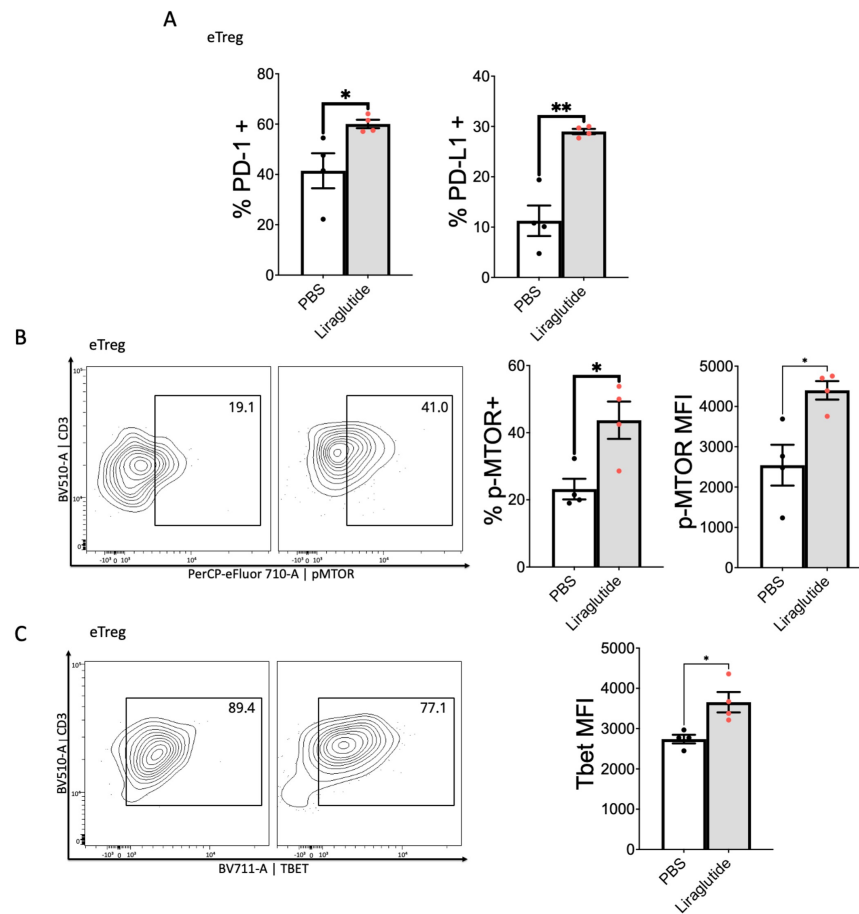

**Supplemental Figure 3. Characterizing the impact of GLP-1Ra treatment on tumor-infiltrating Treg populations and phenotypes.** Tumor tissues were recovered from the mice described in Figure 3, and, after enzymatic and mechanical digestion, single-cell suspensions were generated. Immunostaining followed by spectral flow cytometry analysis revealed the effects of liraglutide on Treg cells. Shown are the mean  $\pm$  SEM results from one of two independent experiments and representative flow plots (n=5 per group/trial). \* $p < 0.05$ , \*\*\* $<0.01$  by t test.

Supplementary Figure 4

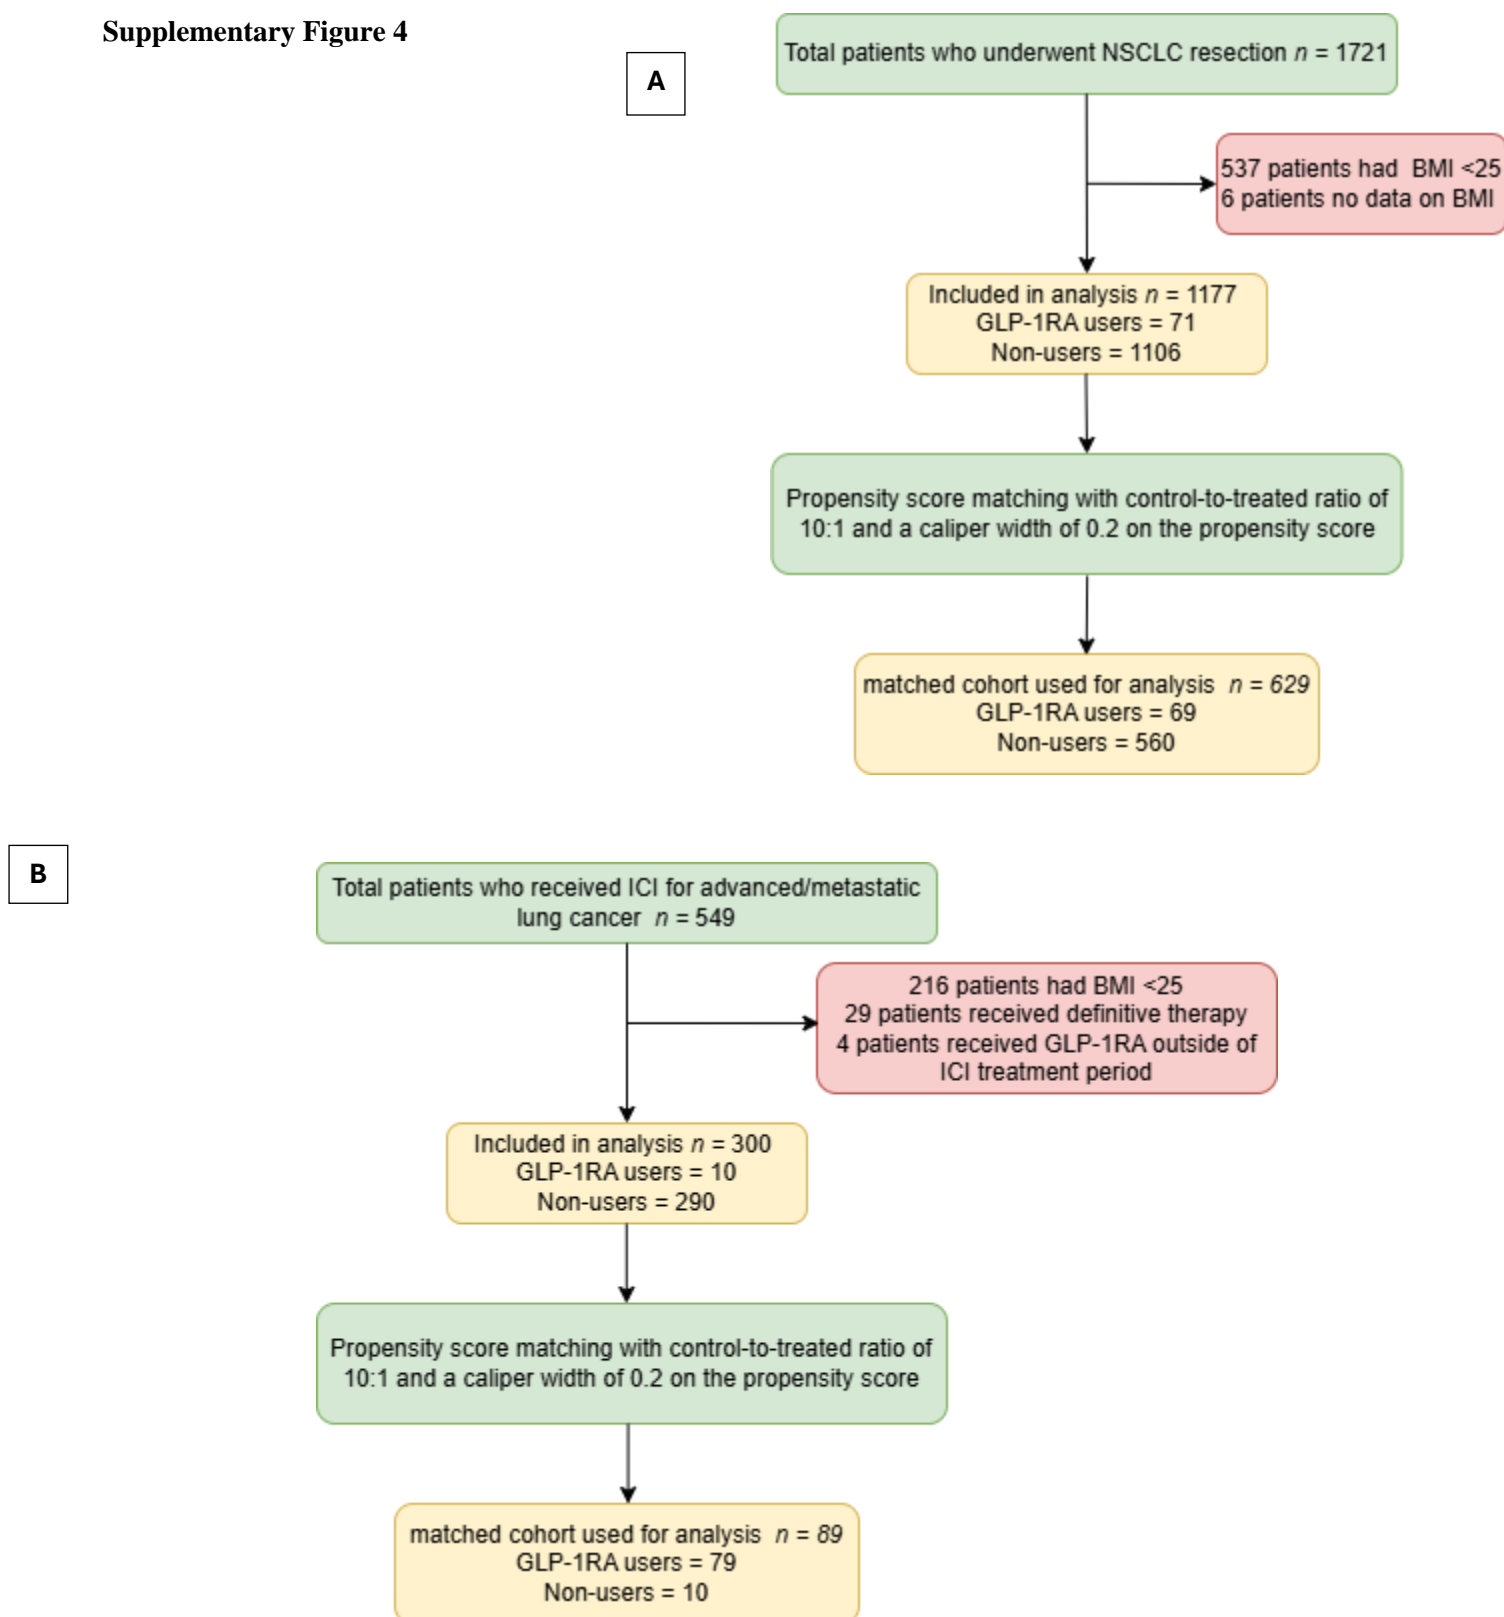

**Supplemental Figure 4. Flowchart showing the Patient Cohort Selection.** This flowchart illustrates the process of patient selection and analysis within both the retrospective clinical cohorts. It details the number of patients assessed at each stage, including initial screening, application of inclusion/exclusion criteria, and final inclusion in the study.

# Supplementary material for: Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control
**Source:** JCI Insight. 2025 Aug 26;10(19):e195484. doi: 10.1172/jci.insight.195484
**Supplement:** ICMJE disclosure forms

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Akhil Pachimatla

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Bailey Gleason Fitzgerald

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [\[Click or tap here to enter text.\]](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Deschana Washington

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Joseph Barbi

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism is associated with improved lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** 195484-INS-CRPH-TR-2

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Hua-Hsin Hsiao

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Joyce Ogidigo

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Kalyan Ratnakaram

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Meera Bhatia

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Randall J. Smith Jr.

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [\[Click or tap here to enter text.\]](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Robert Vethanayagam rr

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [\[Click or tap here to enter text.\]](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Sukumar Kalvapudi

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Spencer R Rosario

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 7/24/2025

**Your Name:** Sai Yendamuri

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

S

## ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Viraj Sanghvi

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 7/30/2025

**Your Name:** Yeshwanth Vedire

**Manuscript Title:** Glucagon-like peptide-1 receptor agonism improves lung cancer outcomes and tumor growth control

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

How the deposited data were processed for this re-analysis (not part of the article)

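RNA was measured in 10 subcutaneous KPN1.1 tumors of obese mice, 5 liraglutide-treated and 5 vehicle-treated. The authors deposited raw counts per gene, which they made by mapping read pairs to GRCm39 with Bowtie 1.0.1 and TopHat 2.0.13 and counting them with featureCounts, after leaving out samples at quality assessment. The deposited counts were whole numbers with no normalization, and all 10 columns were used. The condition of each column was taken from the sample titles, and so was the tumor number from 1 to 5. The titles do not say that equal numbers belong together, so blocks and pairs by tumor number rest on an assumption. Same-numbered tumors came from different mice. Of the versioned Ensembl identifiers, 51731 (93.38%) were matched, without their version, to GENCODE M39 on GRCm39, which gave symbols, positions and lengths, and they held 98.31% of the counts. Only 35 of them had the same version as in M39, so the authors' gene models may differ in detail from the positions given here.

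Total counts per tumor lay between 9927942 and 14480593. The smallest CPM that this depth can show, taken as 3 counts, was between 0.207 and 0.302 per tumor. Such floors cover counting error alone. The most abundant gene, Malat1, took between 2.63% and 3.65% of the counts. Between tumors of one group the variation was at least 9.20 times what counting alone would give, as chi-square per degree of freedom, so the tumors are separate samples and their spread, not the depth, sets the precision of most values.

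Analyses were run in R 4.3.3. Genes were filtered with edgeR 4.0.16 (filterByExpr), which kept 17464 genes, normalized by TMM, and tested with the quasi-likelihood F test with treatment as the single factor. A gene was counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.58. The paper used DESeq2, which was run as an alternative (version 1.42.0). Preranked enrichment used fgsea 1.28.0 on the signed square root of F, with the mouse Reactome sets in that package that had 15 to 500 tested genes (adjusted p under 0.05, absolute NES over 2), and with 41 listed sets, 23 written by hand and 18 from Reactome, of at least 5 tested genes (adjusted p under 0.05 over the 41). Set scores were means of log2 CPM (prior count 2) standardized over the tumors. Scores and single genes were compared by two-sided exact permutation tests, for which 5 against 5 allow a smallest p of 0.00794. Paired scores were tested by flipping the signs of the 5 differences.

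The genes named are those in the paper's text and in Fig. 2A, the receptor Glp1r, genes chosen for signaling and leukocytes, and the 5 higher and 5 lower genes with the largest change among those past the threshold without overlap, filled up with the genes of smallest p where fewer pass. This came to 46 genes, of which 42 were tested. Not every gene and set tested is reported. The tests, thresholds, gene lists, sets and alternatives were chosen before the data were examined, except for a pair of DESeq2 fits, the lean tumor volumes without a volume of 0, the set scores paired by tumor number, and the tests of explanations that the closing section names as chosen later, all added after seeing the data. The alternatives were DESeq2 with and without independent filtering, limma-voom (limma 3.58.1), DESeq2's size factors in edgeR, library size alone, all genes with at least 1 count, genes with at least 10 counts in every tumor, leaving out mitochondrially encoded and ribosomal RNA genes, robust empirical Bayes, 1 surrogate variable (sva 3.50.0), the tumor number as a block, a gene length correction, ranking by log2 fold change, camera, and each tumor left out in turn.

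The methods were tested on simulated data, with counts drawn from the means and library sizes of the real tumors and 200 genes drawn to change. edgeR recovered 45.8% of 96 genes changed by 1 on the log2 scale and 88.2% of 93 changed by 2, with 2 false calls among 128. DESeq2 recovered 65% of 100 and 91% of 100, with 42 false calls among 198. limma-voom recovered 49.0% and 87.1%, with 2 false calls among 130. A simulated set of 30 genes shifted by 0.5 on the log2 scale had an NES of 2.62, and 0 of 20 random sets passed. Each gene was simulated independently of the others. The random sets therefore cannot show how often correlated genes of real tumors pass without an effect.

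The flow cytometry, cell culture, semaglutide and patient data of the paper were not analysed here, nor were the Molecular Signatures Database sets.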

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

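In this part, the test of total counts was chosen only after the results were seen, and no biological explanation was tested for any of the values below. In each group of 5 tumors, the gap between the farthest tumor and its nearest neighbor was compared with the whole range. Of 174 groups tested, 14 had a tumor farther out than Dixon's critical value of 0.71, where chance gives 8.7. Among single genes it was 5 of 92 groups, and among set scores 9 of 82. Of the 14, 13 are given below. The sets share genes and tumors, so their groups are not independent.

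In log2 CPM, vehicle tumor 5 was far above the other vehicle tumors for Trnt1, at 6.94 with the nearest at 6.64, and vehicle tumor 1 for Stra6, at 1.12 with the nearest at 0.57. Vehicle tumor 4 was far below for Calcrl, at 5.83 with the nearest at 6.81, and vehicle tumor 2 for Tnf, at -1.43 with the nearest at 0.35. Liraglutide tumor 2 was far above the other liraglutide tumors for E2f1, at 4.50 with the nearest at 3.97. Leaving out the tumor in question moved the log2 fold change to -0.51 for Trnt1, 1.72 for Stra6, -1.27 for Calcrl, 0.19 for Tnf and -0.39 for E2f1, with the direction unchanged in these 5 genes. Stra6 and Tnf were low, so counting error is a larger part of their spread than for the other 3 genes.

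Liraglutide tumor 2 also stood apart in scores of proliferation and matrix sets. Its score was 0.751 for canonical E2F target genes (nearest -0.320), 0.608 for Reactome's E2F set (nearest -0.411), 0.367 for Reactome's S phase set (nearest -0.355) and -0.162 for Reactome's extracellular matrix set (nearest 0.229). With that tumor left out, the NES of these sets were -2.64, -2.46, -2.62 and 2.64, farther from 0 than with it. Liraglutide tumor 3 had the highest score for oxidative phosphorylation subunits, 0.415 (nearest -0.437), and for Reactome's respiratory electron transport, 0.558 (nearest -0.325). Without it the NES were -2.68 and -2.40. Vehicle tumor 4 had the lowest score of the vehicle tumors for cytoplasmic translation factors, -0.314 (nearest 0.354), and without it the NES was -2.69. Liraglutide tumor 1 had a score of -0.566 for NK cell and cytotoxicity genes (nearest 0.308), and without it the NES was 1.54. Total counts did not differ between the groups (exact permutation test, p = 0.865). A different mixture of tumor and host cells in single fragments, or chance, could give such scores, and these were not told apart.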

How the results depend on the processing

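The DESeq2 fits with the default filtering level and with the likelihood ratio test, the set scores paired by tumor number (replicate block) and the lean volumes without a 0 were chosen only after the results were seen. The count of differentially expressed genes was 0 with edgeR (1675 genes at an unadjusted p under 0.05) and 0 in every alternative other than DESeq2, with 919 to 2704 genes at an unadjusted p under 0.05. DESeq2 gave 17 genes, 9 without independent filtering, 13 with its default filtering level and 16 with the likelihood ratio test. Without the fold change limit these fits gave 52, 11, 27 and 51 genes. With an absolute log2 fold change over 1, DESeq2 gave 4. The cause was not tested. In the simulated data, DESeq2 made 42 false calls among 198 and edgeR 2 among 128. With edgeR, the counts with and without the fold change limit were both 0 in each of the 10 fits that left out a tumor (DESeq2 was not run with a tumor left out), with smallest adjusted p values from 0.0526 to 0.9003, and with the replicate block 0 (2585 genes at an unadjusted p under 0.05). With library size alone, 990 genes were higher and 619 lower at an unadjusted p under 0.05, against 694 and 981 with TMM. The median log2 fold change of all tested genes was 0.04 with library size alone and -0.02 with TMM.

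Enriched Reactome sets numbered 153. Ranking by log2 fold change gave 66 and camera 267, and the cause was not tested. The other alternatives gave 105 to 180, the replicate block 162 and the fits that each left out a tumor at least 127. Listed sets numbered 29, with 27 to 31 across the alternatives and 28 to 32 with a tumor left out. Set scores past an adjusted p of 0.05 were 0 in all settings tried, with 6 to 14 at an unadjusted p under 0.05. For any to pass in these settings, at least 7 of the 41 sets would have to reach the smallest possible p, or a larger number a slightly larger p. Up to 3 reached the smallest. Paired by number, 0 had an unadjusted p under 0.05, which the smallest possible p of 0.0625 fixes in advance. Of immune marker genes 0 passed, with 0 to 6 at an unadjusted p under 0.05. The difference in lean tumor volume was -185 and, without a volume listed as 0, -109.5.

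Of 583 values of named genes under the alternatives, 9 reversed, 40 came to an adjusted p under 0.05, all with DESeq2, and 534 did neither. The 40 were counted without the fold change limit. Among them, Aimp1 did not pass that limit, at a log2 fold change of -0.46 in DESeq2. Of 571 values of listed sets, 10 reversed (9 are given below), 12 became stronger, 10 weaker and 539 did neither. With a tumor left out, 16 of 420 gene values and 4 of 410 set values reversed. The cause of these reversals was not tested. Log2 fold changes reversed with 1 surrogate variable for Bmp7 (0.43), E2f1 (0.024), Cd44 (0.072), Il2ra (-0.062) and Ido1 (-0.052), and with library size alone for Egfr (0.011). The Arg1 log2 fold change reversed with limma-voom (-0.067), the replicate block (-0.048) and the length correction (-0.059). With a tumor left out they ranged from -0.11 to 0.082 for Egfr, -0.022 to 0.17 for Foxp3, -0.053 to 0.24 for Il2ra, -0.11 to 1.04 for Ido1 and -0.20 to 0.18 for Arg1. NES reversed with 1 surrogate variable for macrophage genes (-0.63), sphingolipid metabolism enzymes (-1.06) and Reactome's MHC class II antigen presentation (0.92). The last also reversed with limma-voom (0.78), library size alone (1.120) and ranking by log2 fold change (1.24). Adipocyte genes reversed with limma-voom (0.55), Reactome's insulin-like growth factor transport set with all genes of at least 1 count (-0.90), and Reactome's Robo receptor set with the length correction (-0.58). With a tumor left out, NES ranged from -1.41 to 1.24 for adipocyte genes, -1.53 to 0.76 for endothelial genes, -0.90 to 1.58 for NK cell and cytotoxicity genes and -1.17 to 0.84 for Reactome's MHC class II antigen presentation. Ifng, Ncr1, Klrb1c and Tbx21 did not pass edgeR's filter on low counts. In DESeq2 and with all genes of at least 1 count, all 19 immune genes were tested and 0 passed.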

Differences from the paper's values

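A pair of DESeq2 settings named below was chosen only after the result was seen. The paper reports 27 differentially expressed genes, against 0 here with edgeR (1675 genes at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap. DESeq2 gave 17 genes, DESeq2 without independent filtering 9, and the others 0. DESeq2 with its default filtering level, which was chosen after seeing the values, gave 27 genes with an adjusted p under 0.05 and 13 of these with an absolute log2 fold change over 0.58. The 13 are the genes colored in Fig. 2A: Igfbp7, Creb3l1, Nfix, Anxa10, Higd1a, Rpl39, Trnt1, Cachd1, 2410006H16Rik, Ace, Zfas1, Rps27a and Calcrl, none of which edgeR called. DESeq2 at a filtering level of 0.05 called 9 of them, not Creb3l1, Cachd1, 2410006H16Rik or Zfas1. The likelihood ratio test, also chosen after seeing the values, called the same number, and DESeq2 without independent filtering 4.

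For Reactome's translation initiation set, the paper's NES is about -3.5 in Fig. 2B, read by eye, against -3.66 here. DESeq2 (-3.48, with and without independent filtering) and 1 surrogate variable (-3.57) closed the gap, as did 5 of the 10 fits that each left out a tumor, and the others did not. For translation elongation, the paper's value is about -3.5 in Fig. 2B, read by eye, against -3.63. DESeq2 (-3.46, with and without independent filtering), 1 surrogate variable (-3.47) and the length correction (-3.60) closed it, as did 6 of the 10 fits that each left out a tumor, and the others did not. For Reactome's translation set, the paper's value is about -3.2 in Fig. 2B, read by eye, against -3.62, and none of the alternatives set before the data were examined closed the gap. For signaling by Robo receptors, the paper's value is about -3.0 in Fig. 2B, read by eye, against 0.76 for a Reactome set with 20 tested genes, and none of the alternatives set before the data were examined closed that gap either. The Reactome sets used here are not the release behind Fig. 2B.

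The paper describes EGFR signaling as suppressed. Here Reactome's EGFR signaling set had an NES of 1.16 (adjusted p = 0.208), and with DESeq2 it passed as higher, at 1.33 (adjusted p = 0.0224, in alternatives from 0.0110 to 0.640). The paper's text does not name its EGFR set, and it may differ from this one, so the values are not a direct comparison. For obese mice, the paper's supporting sheet of tumor volumes lists a mean of 3233 ± 2469 (SD, n = 8) under liraglutide and 1686 ± 938 (SD, n = 8) under PBS on day 28 (two-sided exact permutation test, p = 0.114). The paper describes smaller tumors with liraglutide, and its final weights in the same supporting values are lower with liraglutide (1.08 against 1.87 g, exact permutation test, p = 0.0300). Day 28 is later than the euthanasia at 19 to 22 days that the paper states. Whether the columns of volumes are labeled correctly could not be checked, so no conclusion is drawn from them.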

Other observations

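The tests of hypoxia, of Y-linked RNA, of Ptprc and its clusters, of library size and canonical transcripts for the ribosomal protein genes, and of splits for the counts of 0 were chosen only after the result was seen. Groupings of the 10 tumors other than by treatment were fitted to see how often they give as much. All 16 groupings of 5 against 5 that part every same-numbered pair were used, the real one included, so the smallest share possible is 0.0625, and these counts cannot tell treatment apart from other groupings. In edgeR, 16 of the 16 gave at least the 0 differentially expressed genes of the real grouping, and likewise 16 of the 16 at an adjusted p under 0.05 alone, which the count of 0 fixes in advance. For the 1675 genes at an unadjusted p under 0.05, 2 of the 16 gave as many, with 149 to 1690 in the others. For genes called by DESeq2 it was also 2 of the 16, with 0 to 43 in the others, for enriched Reactome sets 2 of the 16, with 4 to 162, and for listed sets 2 of the 16, with 7 to 30. The NES of cytoplasmic ribosomal proteins was farthest from 0 in the real grouping, and 0.449 to 3.30 in size in the others. Another 84 groupings, drawn at random from those that leave some same-numbered tumors together, gave up to 4742 genes at an unadjusted p under 0.05. In 13 of the 84 there were as many as in the real grouping, and 2 gave genes past the threshold (840 and 12). The grouping with 840 genes put vehicle tumors 1, 2, 3 and 5 with liraglutide tumor 2.

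Ribosomal protein genes were lower in liraglutide tumors, and the NES was below 0 with each scaling tried (-3.68 with TMM and -3.99, the lowest of the alternatives, with library size alone). Technical explanations were tested. A within-tumor correction for the length of all exons left the NES at -3.67, but it hardly moved these genes (median log2 fold change from -0.38 to -0.37) and so cannot tell. With the length of the canonical transcript, for which the median was 1073.5 bases in place of 2827, their median moved to -0.34 and the NES to -3.57. Of 10000 lists of other genes matched on length and expression, 0 had a median log2 fold change as low as -0.38, with a lowest of -0.27 and a median of -0.14, and of 10000 matched on canonical transcript length and expression also 0, with a lowest of -0.28 and a median of -0.16. Of 10000 lists matched on GC content and expression, also 0 did, with a lowest of -0.13. Reads moving to pseudogenes would raise their counts, but the summed CPM of 323 ribosomal protein pseudogenes fell by 0.23 on the log2 scale (exact permutation test, p = 0.0635), as that of the genes fell by 0.41 (p = 0.0317, exact permutation test). Total counts did not differ (exact permutation test, p = 0.865). None of these tests accounts for the whole difference. Lists matched on length and expression were already below the -0.02 of all genes, so these properties may go with a part of it, and the lists do not keep the correlation between ribosomal protein genes. The matching was also incomplete. For canonical transcripts, the matched genes had a log2 length of 10.42 against 10.07 for the ribosomal protein genes, and a log2 CPM of 8.05 against 8.35. This weakens the count of 0 among those lists. Since the mixture of cells in the fragments was not resolved and other groupings reached an absolute NES of 3.30, lower ribosomal protein RNA in liraglutide tumors is a hypothesis only.

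Skeletal muscle contractile genes were higher in liraglutide tumors, 33 of 34, with an NES of 2.81. To test for muscle beside the tumor in a single fragment, each tumor was left out in turn, and the set stayed past its threshold in 10 of the 10 fits. Muscle in several fragments was not tested.

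Lower Higd1a may go with less hypoxia. Of 30 other hypoxia-responsive genes 28 were lower, with an NES of -2.26 (p = 7.5e-07 by permutation of genes) and a median log2 fold change of -0.41. Their score per tumor did not differ at the 0.05 level (exact permutation test, p = 0.0714), and 4 of 5 liraglutide tumors were below the vehicle mean. The list and Higd1a come from the same tumors, so this stays a hypothesis.

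Xist, which male cells do not normally express, had 22, 1, 7, 11788 and 429 counts in vehicle tumors 1 to 5 and 13, 36, 267, 831 and 9565 counts in liraglutide tumors 1 to 5, although the paper describes male mice. Y-linked RNA was between 25.2 and 40.1 CPM in all 10 tumors. Counts of the antisense gene Tsix were 0.0261% of those of Xist, which leaves little room for antisense reads. Female cells in place of male cells would lower Y-linked RNA as Xist rises, but Pearson's r was 0.589 (permutation p = 0.0763) and Spearman's rho 0.564 (permutation p = 0.0963), and r was 0.497 without the 2 tumors farthest from the median. If Xist silenced the X chromosome in the cells that express it, X-linked RNA could fall with it. For X-linked against autosomal genes r was -0.371 (permutation p = 0.295) and rho -0.382 (permutation p = 0.280), and r was -0.818 without the 2 farthest tumors, so this relation rests on which tumors are kept. The adjusted p values over the 3 relations tested were 0.229 and 0.442 for r, and 0.289 and 0.385 for rho. Xist followed the clusters of Ptprc described below, with 1 to 36 counts in the 5 tumors with less Ptprc and 267 to 11788 in the 5 with more (difference in mean log2 CPM 6.85, exact permutation test, p = 0.00794, the smallest possible, adjusted p = 0.0119 over 3 tests between these clusters). Xist may thus go with leukocyte content between the clusters, which is a hypothesis, as the clusters come from the same tumors. Among the 5 tumors with more Ptprc, at 70.5 to 77.0 CPM, Xist ran from 20.2 to 986 CPM. Leukocyte content as measured by Ptprc does not account for that spread. Which cells hold the Xist RNA was not resolved.

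The first principal component did not follow total counts, with r of 0.123 (permutation p = 0.730) and rho of 0.309 (permutation p = 0.385), and r of 0.613 without the 2 tumors farthest from the median (adjusted p = 0.730 for r and 0.385 for rho over the same 3 relations). With r so changed, library size cannot be excluded. The component did follow the clusters of Ptprc, from -69.3 to -4.36 in the 5 tumors with less Ptprc and from 24.2 to 49.7 in the 5 with more (difference in means 80.5, exact permutation test, p = 0.00794, the smallest possible, adjusted p = 0.0119 over the 3 tests between clusters). It may therefore reflect leukocyte content, or what varies with it. The clusters hold 3 and 2 vehicle tumors. Less Ptprc was found in vehicle tumors 1, 2 and 3 and liraglutide tumors 1 and 2, and more in the higher-numbered tumors of both groups. Leukocyte content was thus not told apart from any difference that goes with the order of the tumors.

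Glp1r, the receptor of the drug, had 12.4 ± 12.1 CPM in vehicle tumors and 2.24 ± 2.01 CPM in liraglutide tumors (SD, n = 5 each, exact permutation test, p = 0.0873), a log2 fold change of -2.49 with an adjusted p of 0.482 from edgeR. Leukocyte content could bear on this, but Ptprc fell into separate clusters, 5 tumors from 31.7 to 42.4 CPM and 5 from 70.5 to 77.0 CPM. The largest gap made up 57.5% of the range of its log2 CPM, so no pooled correlation is given. Between the clusters, Glp1r was not higher where Ptprc was higher. Its mean was 12.4 ± 12.2 CPM (SD, n = 5 tumors) with less Ptprc and 2.26 ± 1.95 CPM (SD, n = 5) with more, a difference in log2 CPM of -2.00 (exact permutation test, p = 0.119), and -1.64 within treatments (exact permutation test over 100 arrangements, p = 0.150). A lower share of tumor RNA where there are more leukocytes could also lower Glp1r, and this was not told apart from the treatment.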
